# Transcriptomic profiles of tissues from rats treated with anticancer drug combinations

**DOI:** 10.1038/sdata.2018.306

**Published:** 2019-01-08

**Authors:** Myrtle Davis, Elaine Knight, Sandy R. Eldridge, Jianying Li, Pierre R. Bushel

**Keywords:** Microarrays, Microarray analysis

## Abstract

To achieve therapeutic goals, many cancer chemotherapeutics are used at doses close to their maximally tolerated doses. Thus, it may be expected that when therapies are combined at therapeutic doses, toxicity profiles may change. In many ways, prediction of synergistic toxicities for drug combinations is similar to predicting synergistic efficacy, and is dependent upon building hypotheses from molecular mechanisms of drug toxicity. The key objective of this initiative was to generate and make publicly available key high-content data sets for mechanistic hypothesis generation as it pertains to a unique toxicity profile of a drug pair for several anticancer drug combinations. The expectation is that tissue-based genomic information that are derived from target tissues will also facilitate the generation and testing of mechanistic hypotheses. The view is that availability of these data sets for bioinformaticians and other scientists will contribute to analysis of these data and evaluation of the approach.

## Background & Summary

It is hypothesized that unique patterns of gene expression changes will be associated with drug combinations that have a higher risk of synergistic or additive toxicity as compared with either agent used alone. If this hypothesis is true, these patterns can then be used to provide some initial degree of discrimination between drug combinations with higher risk of combination toxicity. Initial evidence of this has been published where we show that the administration of oxaliplatin in combination with topotecan, or either drug alone, in the rat elicits gene expression changes in the bone marrow that are dependent on the order of the administration and indicative of enhance toxicity^1^.

The drug combinations included in this evaluation were chosen based on common target organ toxicities (that can be replicated in a preclinical model) and the potential for actual clinical use as a combination. The test compounds were administered to a single preclinical species for this proof of concept. Rats were chosen as the test species because they are commonly used in preclinical safety assessment. It is important to note that this initiative focused on gene expression profiles of select tissues and histopathology of those tissues.

Each study in the data set used a combination two of drugs (Table 1). Temsirolimus is an intravenous drug for treatment of renal cell carcinoma^2^. It is a specific inhibitor of mTOR and interferes with synthesis of proteins that regulate proliferation, growth, and survival of tumor cells. Oxaliplatin, a platinum compound, is used to treat colorectal cancer^3^. Its cytotoxicity is thought to result from inhibition of DNA synthesis. Oxaliplatin forms both inter- and intra-strand crosslinks in DNA which prevent DNA replication and transcription, hence causing cell death^4^. Gemcitabine^3^ is used to treat a variety of cancers, particularly breast cancer, ovarian cancer, non-small cell lung cancer, pancreatic cancer, and bladder cancer. It exerts its effect by blocking DNA synthesis resulting in cell death. Sunitinib, sorafenib and erlotinib are inhibitors of several tyrosine kinases and are used for the treatment of primary kidney cancer or imatinib-resistant gastrointestinal stromal tumor in the case of the former drug and non-small cell lung cancer, pancreatic cancer and several other types of cancer in the case of the latter drug^2^. Table 2 lists published gene expression studies (mRNA and miRNA) in the rat and mouse in which the animals were exposed to the same chemicals as in this study either alone or in combination with another drug or chemical.

The study designs are shown in Tables 3, 4, 5. As shown in Fig. 1a, rats were euthanized, necropsied and then tissues and samples prepared for histology and RNA extraction at the times shown. Histopathology was performed on tissue sections to grade microscopic lesions as minimal, mild, moderate or marked. RNA samples were labeled, hybridized to Affymetrix rat microarrays, washed, scanned and data acquired. Quality of the microarray data was confirmed using a variety of approaches (Table 6) and the data normalized by RMA^5,6^.

Herein, we provide a comprehensive gene expression data set from rats exposed to a variety of cancer therapeutics in combinations. We are sharing these data to enable evaluation and testing of unique bioinformatic approaches for analysis of the data.

## Methods

### Animals and Treatments

The 96 male Sprague Dawley rats designated for use in each study were selected from 104 males received from Charles River Laboratories, Inc. (Raleigh, NC). Animals were given a unique identification number for this study by ear punch. The Sprague Dawley rat is an accepted species and strain that is commonly used in preclinical pharmacological and toxicological evaluations of drugs used or intended for use in humans. On Day 1 of the study, the rats were:

- approximately 7–8 weeks of age and weighed between 197.6–274.4 grams in the Temsirolimus and Sorafenib or Sunitinib study.
- approximately 8 weeks of age and weighed between 251.5–336.2 grams in the Oxaliplatin and Sorafenib or Sunitinib study.
- approximately 8–9 weeks of age and weighed between 256.6–307.3 grams in the Gemcitabine and Sorafenib or Erlotinib study.

Teklad Certified Rodent Diet 2016C (Harlan; Madison, WI) and tap water (Birmingham public water supply) were provided ad libitum to the rats during the prestudy and study periods. Analysis of the Certified Rodent Diet 2016C was conducted by the manufacturer. The results of the feed and water analyses are located in the facility records at Southern Research. The animals were individually housed in solid-bottom polycarbonate cages on stainless steel racks in a room maintained at a:

- temperature of 68–76 °F and a relative humidity of 41–82% in the Temsirolimus and Sorafenib or Sunitinib study.
- temperature of 64–79 °F and a relative humidity of 27–70% in the Oxaliplatin and Sorafenib or Sunitinib study.
- temperature of 70–76 °F and a relative humidity of 25–53% in the Gemcitabine and Sorafenib or Erlotinib study.

Cage size and animal care conformed to the guidelines of the Guide for the Care and Use of Laboratory Animals (National Research Council 2011), the U.S. Department of Agriculture through the Animal Welfare Act (Public Law 99–198), and to the applicable Standard Operating Procedures (SOPs) of Southern Research.

The experimental designs and dose procedures used for the three studies are as follows:

### Study 1: Temsirolimus and Sorafenib or Sunitinib

#### Test Articles

Temsirolimus (80 mg; NSC-683864; NSC/sample: 683864/6; Lot No.: BTM-105; SRI Lot No: M30/L-1; expiration date: September 22, 2015), sorafenib, tosylate salt (2.0 g; NSC-724772; NSC/sample: 724772-F/2; Lot No.: BSF-105; SRI Lot No.: M26/L-1; expiration date: April 24, 2019), and sunitinib, malate salt (160 mg; NSC-736511; NSC/sample: 736511-0/2; Lot No.: BST-104; SRI Lot No.: M31/L-1; expiration date: April 27, 2019) were supplied by the National Cancer Institute (Rockville, MD) and received at Southern Research on October 19, 2010. Each test article was shipped on dry ice and subsequently stored frozen (≤−20 °C) under inert gas.

#### Vehicle/Vehicle Control Articles

The following reagents were used in the preparation of dose formulations:

- Ethyl Alcohol, 200 Proof Absolute Alcohol, ACS/USP Grade (Lot No. KID24C; Pharmco-AAPER; Brookfield, CT; recommended retest date April 2012)
- Pluronic® F-68, solid cell culture tested, insect cell culture tested (Lot No. 020M0029; Sigma Aldrich; St. Louis, MO; retest date March 2014)
- Polyethylene glycol, average M.W. 400 (PEG 400) (Lot No. A0284717; Acros Organics; Fair Lawn, NJ; assigned expiration date: September 23, 2011)
- 1, 2 Propanediol, ACS reagent ≥99.5% (propylene glycol; Lot No. MKBD2071; Sigma Aldrich; St. Louis, MO; assigned expiration date: October 21, 2011)
- Saline Solution 0.9% (Lot No. 090615A3; Nova-Tech, Inc.; Grand Island, NE; expiration date: June 2011)
- Sterile Water for Injection; (Lot No. 090818A2; Vedco, Inc.; St. Joseph, MO; expiration date: August 2011)
- Deionized Water (Southern Research Institute; Birmingham, AL; in-house deionized water system)

All reagents were received and stored at room temperature. In addition, polyethylene glycol was stored under nitrogen, protected from light.

### Vehicle Control Formulation Preparation

#### Temsirolimus Vehicle Control (TEM vehicle)

The temsirolimus vehicle control formulation was prepared in three steps. First, a vehicle stock solution was prepared by mixing 1 volume of absolute ethanol with 1 volume of propylene glycol. For the preparation of an intermediate vehicle stock solution, the vehicle stock solution was diluted 1:4 with diluent (5% Tween 80/5% PEG 400 in sterile water) and then swirled/sonicated until a clear solution was obtained. The intermediate stock solution was diluted 1:82 with sterile saline to yield the temsirolimus vehicle control formulation.

#### 10% Pluronic F68/propylene glycol/PEG 400 (15:42.5:42.5, w:w:w)

A solution containing 10% Pluronic F68 was prepared by dissolving Pluronic F68 in deionized water. The 10% Pluronic F68 solution was added to the appropriate amount of propylene glycol, followed by stirring/sonication, as required. Then the appropriate amount of PEG 400 was added to the 10% Pluronic F68/propylene glycol solution and the mixture was stirred/sonicated until the contents were visibly homogenous. The final solution contained 10% Pluronic F68/propylene glycol/PEG 400 (15:42.5:42.5, w:w:w; F68/PG/PEG400).

### Test Article Formulation Preparation

#### Temsirolimus

Dose formulations of temsirolimus were prepared in three steps. First a stock solution of temsirolimus (20 mg/mL) was prepared by dissolving temsirolimus in absolute alcohol and then mixing with an equal volume of propylene glycol, with sonication until a clear solution was obtained. The stock solution of temsirolimus was prepared once and used for preparation of the dose formulation of temsirolimus prepared on each day of dosing; the stock solution of temsirolimus was stored refrigerated and protected from light between each day of use. An intermediate stock solution (5 mg/mL) of temsirolimus was prepared by mixing, with stirring and sonication, as required, one volume of the temsirolimus stock solution (20 mg/mL) with 3 volumes of diluent (5% Tween 80/5% PEG 400 in sterile water). Each temsirolimus dose formulation was prepared by mixing, with stirring and sonication, as required, 1 volume of the intermediate stock solution (5 mg/mL) with 82 volumes of sterile saline. The nominal concentration of temsirolimus in each dose formulation was 0.06 mg/mL.

#### Sorafenib

Dose formulations of sorafenib were prepared in 10% Pluronic F68:propylene glycol:PEG 400 (15:42.5;42.5; w:w:w) to contain a nominal concentration of sorafenib tosylate of 2.5 mg/mL. For preparation, the required amount of sorafenib tosylate was added to the vehicle and the mixture was stirred/sonicated until a visually uniform solution was obtained.

#### Sunitinib

Dose formulations of sunitinib were prepared in sterile water to contain a nominal concentration of sunitinib malate of 0.5 mg/mL. For preparation, the required amount of sunitinib malate was weighed and mixed with the appropriate amount of sterile water. The formulation was stirred until a clear solution was obtained.

#### Dose Formulation Concentration Analysis

Upon preparation, duplicate samples (0.5 mL) of each dose formulation were obtained and stored frozen (approximately −20 °C) for possible future analysis.

#### Randomization and Group Assignment

Rats were assigned to their respective treatment group using a computer-generated randomization procedure. Body weights required for randomization were obtained during Week -1. After randomization, each of the 96 rats was assigned to one of eight treatment groups as indicated in study 1 experimental design (Table 3).

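Study 1 measured gene expression in bone marrow, heart and liver of 96 rats, killed 1, 6 or 24 h after dosing, with 4 rats per treatment and time and 1 Affymetrix rat genome array per tissue of each rat. The first agent was temsirolimus, an inhibitor of the kinase mTOR, at 0.3 mg/kg iv, or its vehicle. The second was sunitinib at 5 mg/kg or sorafenib at 25 mg/kg po, both inhibitors of receptor tyrosine kinases, or an oral vehicle, which was sterile water for sunitinib and F68/PG/PEG400 for sorafenib. The 288 deposited arrays hold RMA values on the log2 scale for each probe set, made by the authors. The values were used as deposited, and 20832 probe sets with 1 gene symbol gave 14218 genes, each read from its probe set with the highest mean. The number of arrays per group limits the precision of each value.
Each tissue was fitted in limma with 1 mean for each of its 24 groups and, at each time, a term for the array set, since 2 of the 4 rats per group were processed on other array plates than the other 2. Sunitinib alone was set against the temsirolimus vehicle followed by water, and sorafenib alone against that vehicle followed by F68/PG/PEG400, with 4 rats on each side. Temsirolimus alone was set against its vehicle within each oral vehicle and the 2 differences were averaged, with 8 rats on each side. Values below are log2 changes with their standard errors, and a gene was counted when its p, adjusted over all genes by the Benjamini-Hochberg method, was under 0.05. Each change was also read in the rats that had the other agent as well, which share no array with the first comparison. Comparisons, the rule for naming genes and 36 gene lists were set before the data were examined, as were the alternatives except 3 that were added after the data were seen. Camera tested the lists with a preset correlation of 0.01 between genes, and of its 168 calls among 972 tests only 3 held when the correlation was estimated from the data.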

#### Treatments

Dosing of the study animals was accomplished on two consecutive days, wherein two rats per dose group were dosed on the individual days of dosing. For each rat, the day of dosing was designated as Day 1. Each rat was administered a single bolus intravenous (iv) dose of temsirolimus or appropriate vehicle formulation, as described in the table. Thirty (30) minutes after iv administration of temsirolimus or vehicle formulation, sorafenib, sunitinib, or respective vehicle formulation was administered orally (*per os*; PO). IV doses were administered in a dose volume of 5 mL/kg. PO doses were administered in a dose volume of 10 mL/kg. Dose volumes were based on the most recent individual body weights taken.

### Study 2: Oxaliplatin and Sorafenib or Sunitinib

#### Test Articles

Oxaliplatin (1.2 g; NSC-266046; NSC/sample: 266046-0/7; Lot No.: 100401; SRI Lot No.: M32/L-1; expiration date: unknown), sorafenib, tosylate salt (2.0 g; NSC-724772; NSC/sample: 724772-F/2; Lot No.: BSF-105; SRI Lot No.: M26/L-1; expiration date: April 24, 2019), and sunitinib, malate salt (160 mg; NSC-736511; NSC/sample: 736511-0/2; Lot No.: BST-104; SRI Lot No.: M31/L-1; expiration date: April 27, 2019) were supplied by the National Cancer Institute (Rockville, MD) and received at Southern Research on September 30, 2010 (sorafenib) or October 19, 2010 (oxaliplatin and sunitinib). Each test article was shipped on dry ice. Subsequently, oxaliplatin was stored refrigerated; sorafenib and sunitinib were stored frozen (≤−20 °C) under inert gas.

#### Vehicle/Vehicle Control Articles

The following reagents were used in the preparation of the dose formulations:

- Deionized Water (DI-Water) (Southern Research Institute; Birmingham, AL; in house deionized water system)
- 5% Dextrose Injection, USP (PSS World Medical, Inc.; Kennesaw, GA; Lot No. J0K942; expiration date: November 30, 2011)
- Pluronic® F-68, solid cell culture tested, insect cell culture tested (Sigma-Aldrich; St. Louis, MO; Lot No. 020M0029; retest date: March 2014)
- Polyethylene glycol, average M.W. 400 (PEG 400) (Acros Organics; Fair Lawn, NJ; Grouping No. A0284717; expiration date: September 23, 2011)
- 1, 2 Propanediol, ACS reagent ≥99.5% (propylene glycol) (Aldrich; Milwaukee, WI; Lot No. MKBD1803; expiration date: October 21, 2011)
- Sterile Water for Injection (Vedco Inc.; St. Joseph, MO; Lot No. 090818A2; expiration date: August 2011)

All reagents were received and stored at room temperature. In addition, polyethylene glycol was stored under nitrogen and propylene glycol was stored protected from light.

### Vehicle Control Formulation Preparation

#### 10% Pluronic F68/propylene glycol/PEG 400 (15:42.5:42.5, w:w:w)

A solution containing 10% Pluronic F68 was prepared by dissolving Pluronic F68 in deionized water. The 10% Pluronic F68 solution was added to the appropriate amount of propylene glycol, followed by stirring/sonication, as required. Then the appropriate amount of PEG 400 was added to the 10% Pluronic F68/propylene glycol solution and the mixture was stirred/sonicated until the contents were visibly homogenous. The final solution contained 10% Pluronic F68/propylene glycol/PEG 400 (15:42.5:42.5, w:w:w; F68/PG/PEG400).

### Test Article Formulation Preparation

#### Oxaliplatin

Dose formulations of oxaliplatin were prepared in 5% dextrose in water (D5W) to contain a nominal concentration of oxaliplatin of 3.75 mg/mL. For preparation, the required volume of D5W was added to a weighed amount of oxaliplatin and the mixture was stirred until a visually uniform solution was obtained.

#### Sorafenib

Dose formulations of sorafenib were prepared in 10% Pluronic F68:propylene glycol:PEG 400 (15:42.5:42.5; w:w:w) to contain a nominal concentration of sorafenib tosylate of 2.5 mg/mL. For preparation, the required amount of sorafenib tosylate was added to the vehicle and the mixture was stirred/sonicated until a visually uniform solution was obtained.

#### Sunitinib

Dose formulations of sunitinib were prepared in sterile water to contain a nominal concentration of sunitinib malate of 0.5 mg/mL. For preparation, the required amount of sunitinib malate was weighed and mixed with the appropriate amount of sterile water. The formulation was stirred until a clear solution was obtained.

#### Dose Formulation Concentration Analysis

Upon preparation, duplicate samples (0.5 mL) of each dose formulation were obtained and stored frozen (approximately −20 °C) for possible future analysis.

#### Randomization and Group Assignment

Prior to dosing on Day 1, the catheter of each rat was checked for patency. All patent catheters were flushed with 0.2 to 0.3 mL of 0.9% saline, followed by 0.1 mL of heparin lock solution. Each of the 96 rats with patent catheters was arbitrarily assigned to one of eight treatment groups as indicated in study 2 experimental design (Table 4).

#### Treatments

Dosing of the study animals was accomplished on two separate days. Rats in Groups 1, 3, 5, and 7 were dosed on one day and rats in Groups 2, 4, 6, and 8 were dosed two days later. For each rat, the day of dosing was designated as Day 1.

Each rat was administered the drug by iv infusion over a 30-minute interval, of oxaliplatin or corresponding vehicle formulation (D5W), as described in Table 4. Thirty (30) minutes after iv administration of oxaliplatin or corresponding vehicle formulation, sorafenib, sunitinib, or the respective vehicle formulation was administered PO. IV infusion doses were administered at a flow rate of approximately 4 mL/kg/30 min infusion. Actual infusion rates were based on the mean body weight of animals dosed on each day of dosing. PO doses were administered in a dose volume of 10 mL/kg.

### Study 3: Gemcitabine and Sorafenib or Erlotinib

#### Test Articles

Gemcitabine, hydrochloride salt (500 mg; NSC-613327; NSC/sample: 613327-S/2; Lot No.: ML-10-53; SRI Lot No.: M24/L-1; expiration date: unknown); sorafenib, tosylate salt (2 g; NSC-724772; NSC/sample: 724772-F/2; Lot No.: BSF-105; SRI Lot No.: M26/L-1; expiration date: April 24, 2019), and erlotinib, hydrochloride salt (1.6 g; NSC-718781; NSC/sample: 718781/4; Lot No.: BBE-104; SRI Lot No.: M25/L-1; expiration date: November 19, 2018) were supplied by the National Cancer Institute and received from Fisher BioServices (Rockville, MD; gemcitabine, sorafenib) or SAIC-Fredrick (Frederick, MD; erlotinib) on September 30, 2010.

All three test articles were received on dry ice and subsequently stored frozen at approximately −20 °C. Sorafenib and erlotinib were stored frozen (−20 °C) under inert gas.

#### Vehicle/Vehicle Control Articles

The following reagents were used in the preparation of dose formulations:

- Carboxymethylcellulose sodium salt, medium viscosity (CMC; 400–800 cps; Sigma Aldrich, St. Louis, MO; Lot No.: 010M0089; assigned expiration date: June 22, 2011).
- Deionized water (Southern Research Institute; Birmingham, AL; in-house deionized water system).
- Pluronic® F-68 (solid, cell culture tested, insect cell culture tested; Sigma Aldrich; St. Louis, MO; Lot No.: 020M0029; retest date: March 2014)
- Polyethylene glycol (PEG 400; average M.W. 400; Acros Organics; Fair Lawn, NJ; Lot No.: A0284717; assigned expiration date: September 23, 2011)
- 1, 2-Propanediol, ACS reagent ≥99.5% (propylene glycol; Sigma Aldrich; St. Louis, MO; Lot No.: MKBD1803; assigned expiration date: September 23, 2011)
- Sterile water for injection (Vedco, Inc.; St. Joseph, MO; Lot No.: 090818A2; expiration date: August 2011)
- Saline solution 0.9% (Nova-Tech, Inc.; Grand Island, NE; Lot No.: 090615A3; expiration date: June 2011)

All reagents were received and stored at room temperature. In addition, polyethylene glycol was stored under nitrogen; propylene glycol was stored protected from light.

### Vehicle Control Formulation Preparation

#### 0.5% CMC

A weighed quantity of CMC was slowly added, with stirring, to approximately 90% of the target volume of sterile water. After addition of the total quantity of CMC, the formulation was brought to final volume with sterile water and stirred until a visually uniform solution was obtained.

#### 10% Pluronic F68/propylene glycol/PEG 400 (15:42.5:42.5; w:w:w)

A solution containing 10% Pluronic F68 was prepared by dissolving Pluronic F68 in deionized water. The 10% Pluronic F68 solution was added to the appropriate amount of propylene glycol, followed by stirring/sonication, as required. Then the appropriate amount of PEG 400 was added to the 10% Pluronic F68/propylene glycol solution and the mixture was stirred/sonicated until the contents were visibly homogenous. The final solution contained 10% Pluronic F68/propylene glycol/PEG 400 (15:42.5:42.5; w:w:w).

### Test Article Formulation Preparation

#### Gemcitabine

The dose formulation of gemcitabine was prepared in 0.9% saline to contain a nominal concentration of gemcitabine hydrochloride of 4 mg/mL. For preparation, the required amount of gemcitabine hydrochloride was mixed with saline until dissolution of the gemcitabine hydrochloride occurred.

#### Sorafenib

The dose formulation of sorafenib was prepared in 10% Pluronic F68:propylene glycol:PEG400 (15:42.5;42.5; w:w:w) to contain a nominal concentration of sorafenib tosylate of 2.5 mg/mL. For preparation, the required amount of sorafenib tosylate was added to the vehicle and the mixture was stirred/sonicated until a visually uniform solution was obtained.

#### Erlotinib

The dose formulation of erlotinib was prepared in 0.5% CMC to contain a nominal concentration of erlotinib hydrochloride of 15 mg/mL. For preparation, the required amount of erlotinib hydrochloride was mixed with the appropriate volume of 0.5% CMC. The formulation was stirred, sonicated (approximately 10 min), and homogenized (approximately 2 min) until a uniform suspension was obtained.

#### Dose Formulation Concentration Analysis

Upon preparation, duplicate samples (0.5 mL) of each dose formulation were obtained and stored frozen (approximately −20 °C) for possible future analysis.

#### Randomization and Group Assignment

Rats were assigned to their respective treatment group using a computer-generated randomization procedure. Body weights required for randomization were obtained during Week -1. After randomization, each of the 96 rats was assigned to one of eight treatment groups as indicated in study 3 experimental design (Table 5). On the day of randomization, the hair was clipped from the inguinal area of each animal to facilitate skin collection at necropsy. Re-clipping was accomplished prior to necropsy as required.

#### Treatments

Dosing of the study animals was accomplished on two consecutive days, wherein two rats per dose group were dosed on the individual days of dosing. For each rat, the day of dosing was designated as Day 1. Each rat was administered a single bolus iv dose of gemcitabine or appropriate vehicle formulation as described Table 5. Thirty (30) minutes after iv administration of gemcitabine or vehicle formulation, sorafenib, erlotinib, or vehicle formulation was administered PO. IV doses were administered in a dose volume of 5 mL/kg. PO doses were administered in a dose volume of 10 mL/kg. Dose volumes were based on the most recent individual body weights taken. Dose formulations containing erlotinib were suspensions and these were stirred for at least 5 min prior to use for dosing and continuing throughout their period of use for dosing.

### Clinical Observations

Rats were observed twice daily during the quarantine and study periods for signs of mortality and moribundity. Detailed clinical examinations of each rat were collected prior to euthanasia.

### Body Weights

Each animal was weighed on the day prior to dosing (for the calculation of infusion rate) and on Day 1 prior to dosing.

### Tissue Collections and RNA Isolation

At 1, 6, or 24 hours (h) after the completion of dosing, four (4) rats per dose group were euthanized by CO_2_ asphyxiation. Immediately after euthanasia, selected tissues were collected for RNA isolation and for histopathology. Tissue samples for RNA isolation were collected first and collected as quickly as possible following animal euthanasia.

#### Tissues for RNA Isolation

Sections of each of the following tissues were collected from each rat for RNA isolation:

**Study 1:** Bone marrow (left femur), heart (apex, with left and right ventricles), liver (left lateral and median lobes).

**Study 2:** Kidney (left), heart (apex, with left and right ventricles), liver (left lateral and median lobes).

**Study 3:** Liver (left lateral and median lobes), heart (apex, with left and right ventricles), skin (inguinal area).

Samples of kidney, heart and liver collected for RNA isolation were cut into sections ≤2 mm in thickness and immediately placed into pre-filled tubes containing RNAlater® (Applied Biosystems; Foster City, CA). Bone marrow was flushed from the bone using RNAlater®.

After collection into RNAlater®, tissues were maintained refrigerated (approximately 4-5 °C) for at least 24 h and then stored at or below −20 °C.

#### Tissues for Histopathology

Samples of each of the following tissues were collected for histopathology and were fixed in 10% neutral buffered formalin:

**Study 1:** Bone marrow (right femur), heart, liver.

**Study 2:** Liver, heart, kidney.

**Study 3:** Liver, heart, skin (inguinal area).

### RNA Isolation and Shipment of Samples

RNA isolation from individual tissues was accomplished using an RNeasy microarray kit (QIAGEN Inc.; Valencia, CA). After extraction, the RNA concentration of each sample was determined using a RiboGreen assay. The RNA Integrity Number (RIN)^7^ of each sample was also determined using an Agilent 2100 Bioanalyzer with 2100 Expert Software (Version B.02.06.S1418; Agilent; Santa Clara, CA). Only samples with an RIN of 7 or higher were deemed acceptable for gene expression analysis (Data Citation 1). Each RNA sample was diluted to the required concentration (250 ng/μL) and then stored at or below −70 °C prior to shipment to Expression Analysis (Durham, NC) for microarray analysis.

### Microarray Analysis

RNA samples were converted into labeled target antisense RNA (cRNA) using the Single-Round RNA Amplification and Biotin Labeling System (Enzo Life Sciences, Farmingdale, NY). Microarray analysis was performed as previously described^1^. Briefly, 2.5 μg of total RNA was converted into double stranded cDNA via reverse transcription using an oligo-d(T) primer-adaptor. This cDNA was purified and used as a template for *in vitro* transcription using T7 RNA polymerase and biotinylated ribonucleotides. The resulting cRNA was purified using magnetic beads and quantitated using spectrophotometry. Next, 11 μg of purified cRNA was fragmented using a 5X fragmentation buffer (200 mM Tris-Acetate, pH 8.1, 500 mM KOAc, 150 mM MgOA), then a hybridization cocktail was prepared and added to the fragmentation product using the Hybridization, Wash and Stain kit (Affymetrix, Santa Clara, CA), applied to Affymetrix^TM^ GeneChip® Rat Genome 230 2.0 Arrays, and incubated at 45 °C for 16 h. Following hybridization, arrays were washed and stained using standard Affymetrix procedures before scanning on the Affymetrix GeneChip Scanner 3000 using factory PMT settings to generate array images. Data extraction from the images was completed with the GeneChip Operating Software (GCOS) to generate CEL and CHP files. The microarray analysis method is an expanded version of descriptions in our related work^1^.

Affymetrix raw CEL files were preprocessed using the robust multichip average (RMA) algorithm^5,6^ which includes background correction, quantile normalization, summarization by the median polish approach and log base 2 transformation. The Bioconductor^8^ R packages “affy”, “affyPLM”, “affyQCReport”, “simpleaffy” and “arrayQualityMetrics” were used for array data quality assessment and visualization.

### Code availability

No custom code was used for analysis. Microarray analysis and technical validation were performed using R function calls in the publicly available Bioconductor^8^ R packages.

### Histopathology

#### Histology

All collected tissues from rats in each dose group were processed for histopathological examination. The fixed tissues were trimmed, processed, and microtomed (approximately 5-µm sections). The tissue sections were mounted on glass slides, stained with hematoxylin and eosin, and coverslipped. In Study 1 (Temsirolimus and Sorafenib or Sunitinib) special stains (trichrome and Congo red) were performed on the kidney of one animal (2M14) at the discretion of the pathologist in order to establish a diagnosis.

#### Microscopic Observations

All slides were examined microscopically by a pathologist. Records of gross findings for a specimen from postmortem observations were available to the pathologist when examining that specimen histopathologically. Indication of a histopathology observation and description of the finding are in Data Citation 1.

## Data Records

All Affymetrix GeneChip microarray raw data files and RMA normalized data were deposited as a Simple Omnibus Format in Text (SOFT) in the Gene Expression Omnibus (GEO) database^9,10^ with series accession number: GSE119135 (Data Citation 2). This includes the metadata and RMA normalized gene expression data for each sample. The SOFT file attributes and descriptions are found here: https://www.ncbi.nlm.nih.gov/geo/info/soft.html

## Technical Validation

The quality of the RNA extracted and purified from the samples is assessed by the *de facto* industry standard RIN obtained from the Agilent Bioanalyzer^7^. The validity of the gene expression data from the three studies was assessed using several technical validation approaches (Table 6) typically used for Affymetix gene expression arrays. The Bioconductor R packages “affyQCReport”, “simpleaffy” and “arrayQualityMetrics were used to generate quality control metrics and distributions of the data for visual inspection^11–14^. It can be a challenge or not possible to distinguish an outlier array from one which is different than others due to underlying biology. Hence, caution should be taken when evaluating the validity of microarray gene expression data in these studies due to perceived outliers since some samples may be responding to the time of exposure or the drug(s) may be targeting a given tissue preferentially. For brevity, we present only the array quality control (QC) metrics results of the Study 2 data.

### RNA integrity

The RIN numbers for the RNAs extracted from the samples in studies 1–3 were all ≥7 (Data Citation 1) indicating high quality, integrity and reliability for microarray analysis.

### Sources of Variability

To determine sources of variability which may constitute batch effects within a study, the log base 2 RMA normalized pixel intensity data were analyzed with the following analysis of variance (ANOVA) model:

$$Y_{ijklmn}=µ+A_{j}+B_{k}+T_{l}+D_{m}+S_{i}+\varepsilon_{ijklmn}$$

where *Y*_*ijklmn*_ represents the *n*^th^ observation on the *i*^th^ scan date (*S*) *j*^th^ drug given l^st^ (*A*), the *k*^th^ drug given 2^nd^ (*B*), the *l*^th^ tissue (*T*) and the *m*^th^ timepoint (*D*). *μ* is the grand mean for the whole study and the random *ε*_*ijklmn*_ are assumed to be normally and independently distributed with mean 0 and standard deviation *δ* for all measurements. Scan date is a random effect term in the model. As shown in Fig. 1b, according to the mean F statistics ratio, the major source of variability in Study 2 is attributed to the tissues.

### Cohesiveness of Samples

Given the major source of variability in Study 2 contributed by the tissues, we expect that the samples from the same tissues should be cohesive in 3-dimensional (3D) space when the log base 2 RMA data is analyzed by principal component analysis (PCA). When doing so, the 1^st^ three principal components (PCs) captures over 65% of the variability in the data (Fig. 1c). All but three of the Study 2 samples cluster by tissue: oxaliplatin followed by sunitinib in the kidney for 1 hr, D5W control followed by sorafenib in the liver for 24 h and D5W followed by sorafenib in the kidney for 24 h. Given that these samples are separated from their respective tissue samples and biological replicates, it is possible that the data from these arrays are outliers and should be considered with caution.

### Sample Quality

The Affymetrix arrays contain internal control probes that target housekeeping genes beta-actin (*Actb*) and glyceraldehyde-3-Phosphate Dehydrogenase (*Gapdh*). The ratio of the 3′ probe and 5′ probe transcripts of *Actb* and *Gapdh* genes are indicators of sample quality and should typically not exceed 3 and 1.25 respectively. Ratios higher than these may indicate the presence of truncated transcripts or unsatisfactory RNA quality. The closer to 1.0, the better the RNA quality of the transcripts. As shown in Fig. 2a, the *Actb* and *Gapdh* 3′:5′ ratios for the Study 2 samples are within the limits. However, it is clear that the *Actb* 3′:5′ ratios for the kidney (array #s 97- 192) and liver samples (array #s 193 – 288) are much higher than most of them from the heart samples. The *Gapdh* 3′:5′ ratios are more consistent across all three tissues. *Actb* 3′:5′ ratios cap out at 1.9 and *Gapdh* 3′:5′ ratios have a mean of 1.52 with a standard deviation of 0.2.

### Array Characteristics

#### Percent present calls

The percent present calls are defined as the percentage of perfect match probes on the arrays that detect their targeted transcript as being present. As shown from the distribution of percent present calls for each array in Study 2, the majority have present call ≥50% (Fig. 2b). Twenty-six arrays have percent present calls <50; 23 from the livers samples, 2 heart samples and 1 from the kidney samples.

#### Background intensity

High background intensity reflects non-specific binding of labeled RNAs to the array. The distribution of the average background intensity within an array for Study 2 (Fig. 2c) reveals that 7 arrays have an average background pixel intensity ≥150; 6 from liver samples and 1 from heart.

### Outliers

PCA of the samples using the RINs, percent present values, average background and the *Actb* and *Gapdh* 3′:5′ ratios reveals two samples that are potential outliers (Fig. 2d): EA10065_1276-03H_RAT230_2_4M45 Temsirolimus (iv) followed by F68/PG/PEG400 (po) bone marrow treated for 6 h and EA10065_1276-10D_RAT230_2_4M48 Temsirolimus (iv) followed by F68/PG/PEG400 (po) liver treated for 24 h. However, the histology of the samples reveals that there are no differences in the bone marrow between all 4 rats in group 4 at 6 h or in the liver from rats in group 4 at 24 h. 

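In the deposited values, the bone marrow array of rat 4M45 gave lower signals for the 5′ than for the 3′ probe sets of both control genes. Its 3′:5′ ratio was 25.2 for Actb, which encodes beta-actin, where the other 3 rats of its group lay between 1.31 and 1.68. For Gapdh, a glycolytic enzyme, the ratio was 61.8 against 1.20 to 1.46 in those rats. The liver array of rat 4M48 had an Actb ratio of 9.59, with 1.77 to 2.12 in the other 3 rats, and a Gapdh ratio of 5.51, with 1.26 to 1.41. The paper singled out these 2 arrays by principal components of quality measures that included these ratios, so a test of the ratios would repeat that choice. The ratios were taken from the 3′ and 5′ probe sets after RMA, with no error for a single array. The RINs, percent present values and backgrounds are not in the table of RMA values used here.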

The bone marrow from all 4 biological replicates in the group was considered “normal” with no histologic findings. The minimal hematopoietic cell proliferation and minimal to mild cytoplasmic vacuolation seen in the liver (Fig. 2e) were observed in 3 of the 4 rats in group 4 at 24 h. These changes were not considered to be of biological significance and simply incidental background findings.

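At 6 h, the bone marrow array of rat 4M45 had a mean log2 signal of 11.16 over 17 erythroid marker genes, against 12.27, 12.28 and 12.14 in rats 4M39, 4M40 and 4M46. Its level of neutrophil and granulocyte markers was 9.72, against 11.50, 11.31 and 11.43 in those rats. Genes of cell proliferation had a level of 10.45, and all 3 levels lay below those of the 92 bone marrow arrays outside the group. So did the macrophage, megakaryocyte and progenitor, and adipocyte markers (9.47, 9.14 and 6.92), while hepatocyte and cardiac muscle markers (6.36 and 6.03) lay above them. The distribution of signals in this array deviated from the mean of the tissue by 0.358, where the next highest bone marrow array had 0.0839. In the liver at 24 h, rat 4M48 had 8.20 for the erythroid and 8.17 for the endothelial markers, where the 92 liver arrays outside the group reached 8.20 and 8.10. Its hepatocyte (14.48) and adipocyte (7.41) markers lay below 90 and 91 of those arrays. Hepatocyte markers had 14.54, 14.55 and 14.51 in rats 4M41, 4M42 and 4M47, and adipocyte markers 7.89, 7.76 and 7.79. Rats 4M41, 4M42 and 4M47 had erythroid levels of 8.06, 7.78 and 7.93, and the lowest of those arrays had 7.59. Megakaryocyte and progenitor markers had 7.36 in rat 4M48 and 7.29, 7.17 and 7.19 in rats 4M41, 4M42 and 4M47, where the median of the 92 arrays was 7.09 and their highest 7.36. Genes of lipid droplets, the stores of neutral fat in cells, had a level of 9.39 in rat 4M48 and of 9.36, 9.30 and 9.30 in rats 4M41, 4M42 and 4M47, where the median of the 92 other arrays was 9.40. Each level is the mean over the measured genes of a list in 1 array and has no replicate. The paper shows the liver findings, present in 3 of the 4 rats, in a section of rat 4M48 and its text does not name the other rats with them, so no test between rats with and without findings was made. The paper reports no histological differences in these tissues among the 4 rats of each group. It regards the findings in the liver as incidental.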

### Distance Between Biological Replicates

The gene expression distance between biological replicates is expected to be small. The average root mean squared distance (RMSD) is a measure of the average gene expression distance between biological replicates^15^. The average RMSD is essentially the mean Euclidean distance between all pairwise gene expression profiles (*x*_*i*_ and *x*_*j*_) with *n* number of probesets from *M* number of biological replicates:

$$\mathrm{average}\;\mathrm{RMSD}=\frac{\sum_{i<j}^{M}\left(\sqrt{\sum_{p=1}^{n}{\left(x_{pi}-x_{pj}\right)}^{2}}\right)}{N}\mathrm{for}\;i=1...M,\;j=1\ldots M.$$

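Bone marrow, heart and liver of Study 1 were similar in the distance between arrays of rats given the same treatment and killed at the same time. The median over the 24 groups of a tissue was 48.7 in bone marrow, 48.7 in heart and 46.8 in liver. Each group's value is the mean of the Euclidean distances of its 6 pairs of rats over all probe sets on the log2 scale. Over the 72 groups the median was 47.8, the values ran from 38.2 to 125.7, and 64 groups lay under 60. Bone marrow after temsirolimus and F68/PG/PEG400 at 6 h had the highest value, 125.7 ± 81.7 (SD over 6 pairs). It was followed by liver after the temsirolimus vehicle and sunitinib at 24 h with 106.8 ± 70.1 and by heart after temsirolimus and sorafenib at 1 h with 96.5 ± 63.5. In each of these 3 groups a single rat was far from the other 3, and in the heart group the array of that rat, 6M68, had a mean log2 signal of 14.03 over 15 hepatocyte marker genes, against 6.19 to 6.40 in the others.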

In each study, there are *M* = 4 biological replicates per treatment (drug combination by time exposure) so *N* = *C*(4, 2) = M(M−1)/2 = 6 number of unordered combinations (4 choose 2). As shown in Fig. 2f, the majority of the treatments in Study 2 have an average RMSD <60. Replicate samples from 2 treatments in the kidney and 1 in the liver have average RMSD values >= 60:

1) D5W followed by Sorafenib in Kidney for 24 h average RMSD = 130.0

2) Oxaliplatin followed by Sunitinib in Kidney for 1 hr average RMSD = 76.7

3) D5W followed by Sorafenib in Liver for 24 h average RMSD = 130.2

### Array Pixel Intensity

Typically, the distribution of the pixel intensity of the data from microarray arrays should be similar. However, there are cases where the distribution of one or more arrays are different than the other arrays. This could be a flag for questionable data. On the other hand, it can be the case that underlying biology from a treatment condition could be driving the differences in the distributional patterns of the data. Log transformation and normalization of the data help to make the data more normally distributed and comparable. As shown in Fig. 3a, the distribution of the RMA normalized, log base 2 pixel intensity data from the four biological replicates of the D5W followed by Sorafenib in Liver for 24 h treatment are different from the other arrays. Given that this treatment had a higher than normal average RMSD value and the distribution of the pixel intensity values from the biological replicates are different from the other arrays, it may be that this distribution pattern is more related to the treatment/biology than a systematic bias. However, further validation is warranted.

### NUSE

Another way to evaluate the distribution of the data is to assess the residuals from a probe-level error fitting model. Here, the probes from each array are compared to the probe-wise median of all the arrays to detect the difference. From the model, standard error (SE) from the probe expression and the median of all arrays for the probe are estimated to compute a normalized unscaled standard error^16^:

$$\mathrm{NUSE}({\hat{\theta }}_{ig})=\frac{SE({\hat{\theta }}_{ig})}{{\mathrm{med}}_{i}(\mathrm{SE}({\hat{\theta }}_{ig}))}$$

where ${\hat{\theta }}_{ig}$is the expression value for probeset *g* in array *i* and **med**() is the median. Plotting the NUSE values for each probe provides a standardized way of comparing the distributions of the data. The NUSE values should be close to 1. As shown in Fig. 3b for just the Study 2 liver samples, the four biological replicates for the D5W followed by Sorafenib in Liver for 24 h treatment (array indices 21-24) and three other arrays have higher NUSE value distributions than the other arrays. Again, since all four biological replicates for the D5W followed by Sorafenib in Liver for 24 h treatment behave the same, it is likely that this distribution pattern is related to the biology of the response. However, these samples and the other potential outliers require further quality assessment.

### Sample to Sample Correlations

One of the most intuitive ways of comparing array data is to visualize the pairwise correlation of the data from each sample. Heat maps of the intensity data from Study 2 liver samples (Fig. 3c) illustrate that the signal intensity from the D5W followed by Sorafenib in Liver for 24 h treatment have slightly higher pixel intensity data than the other arrays. Furthermore, the correlation matrix of the data from the samples (Fig. 3d) suggests that the replicates from the D5W followed by Sorafenib in Liver for 24 h treatment are highly similar to each other (correlation > 0.94) and very different from the vehicle controls (array indices 1-12) as well as the shorter time durations (1 hr and 6 h) of the exposure to the test article (arrays indices 13-20).

## Usage Notes

The gene expression data from the combination therapy can be used to assess the effect of a single drug on gene expression or the synergistic effect and order of administration of the drugs on gene expression. 

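In the liver 24 h after temsirolimus alone, transcripts of chaperones of the endoplasmic reticulum, of enzymes that make serine and of some genes of the cell cycle were lower than after its vehicle. Of 439 genes called, 112 rose and 327 fell. Of 16 measured genes of the unfolded protein response, the programme that raises such chaperones, 11 fell, 0 rose and 5 did not pass (13 fell when adjusted over the list alone). Sdf2l1, a chaperone partner, had a log2 change of -1.19 ± 0.15 (standard error, adjusted p = 1.46e-07 from limma). Its log2 signal was 10.43 ± 0.23 (log2, SD, n = 8) against 11.62 ± 0.28 (n = 8). Creld2 had a change of -0.91 ± 0.15, Pdia4, a disulfide isomerase, -0.61 ± 0.09 and Hyou1 -0.61 ± 0.17. Among 25 targets of ATF4, a factor that governs the supply of amino acids, 5 fell, 0 rose and 20 did not pass (6 fell when adjusted over the list alone). They include the 3 enzymes of serine synthesis, Phgdh at -1.90 ± 0.42, Psat1 at -1.84 ± 0.44 and Psph at -1.00 ± 0.14, and Asns, which makes asparagine, at -1.43 ± 0.44.
Of 27 genes of cell proliferation, 8 fell, 0 rose and 19 did not pass (21 fell when adjusted over the list alone). The kinase Cdk1 had -1.28 ± 0.34, cyclin Ccna2 -1.25 ± 0.38, Mki67 -1.21 ± 0.34 and the topoisomerase Top2a -0.94 ± 0.27. Of 19 genes of fatty acid synthesis, 5 fell, 0 rose and 14 did not pass (8 fell when adjusted over the list alone), among them the lipid droplet lipase Pnpla3 at -2.03 ± 0.56, Me1 at -1.04 ± 0.23, the desaturase Fads2 at -0.64 ± 0.15 and Thrsp at -0.49 ± 0.15. Heat shock genes fell in 4 of 12 members with 0 rises and 8 not passed (4 fell when adjusted over the list alone), with Hspb1 at -0.86 ± 0.19. Ribosomal protein genes fell in 4 of 14 with 0 rises and 10 not passed (6 fell and 1 rose when adjusted over the list alone), by small amounts such as -0.31 ± 0.08 for Rpl3. Gapdh had -0.23 ± 0.05. Of 18 genes that ERK signalling induces, 2 rose, Egr1 by 1.65 ± 0.34 and Dusp6, a phosphatase of ERK, by 0.87 ± 0.23, and 16 did not pass (5 rose when adjusted over the list alone). Plekhb1 rose by 0.86 ± 0.18. After temsirolimus with water and with F68/PG/PEG400, hepatocyte markers had levels of 14.53 ± 0.02 and 14.52 ± 0.03 against 14.58 ± 0.02 and 14.58 ± 0.01 after its vehicle (log2, SD, n = 4 each), and megakaryocyte and progenitor markers had 7.25 ± 0.09 against 7.11 ± 0.04 with F68/PG/PEG400 and were also higher than their controls, which had 7.10 ± 0.07, with water.
Camera called each of these lists, but none with an estimated correlation (adjusted p = 0.0727 with an estimated correlation for the unfolded protein response, 0.367 for proliferation, 0.442 for ATF4, 0.757 for fatty acid synthesis, 0.395 for heat shock, 0.897 for ribosomal proteins and 0.148 for ERK). In rats given sunitinib or sorafenib as well, 408 of the 439 genes moved in the same direction and 217 passed again when adjusted over the 439. The controls there include rat 7M78, whose liver array had a compressed range of signals and a log2 signal of 9.93 for Sdf2l1, against 11.60 to 12.25 in the 3 other rats of its group. Sdf2l1 had -0.83 ± 0.15 there, Phgdh -1.72 ± 0.42, Cdk1 -1.24 ± 0.34, Pnpla3 -2.10 ± 0.56 and Egr1 1.28 ± 0.34. The treated livers of the first comparison include that of rat 4M48, which the paper names, with 3′:5′ ratios of 9.59 for Actb and 5.51 for Gapdh. The number of genes called was 250 without the 2 arrays the paper names and 818 (327 rose, 491 fell) when the values were quantile-normalized again. It was 38 in the water groups and 163 in the F68/PG/PEG400 groups alone, and 80 to 1147 with 1 rat of each group left out.

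**Figure D1:**
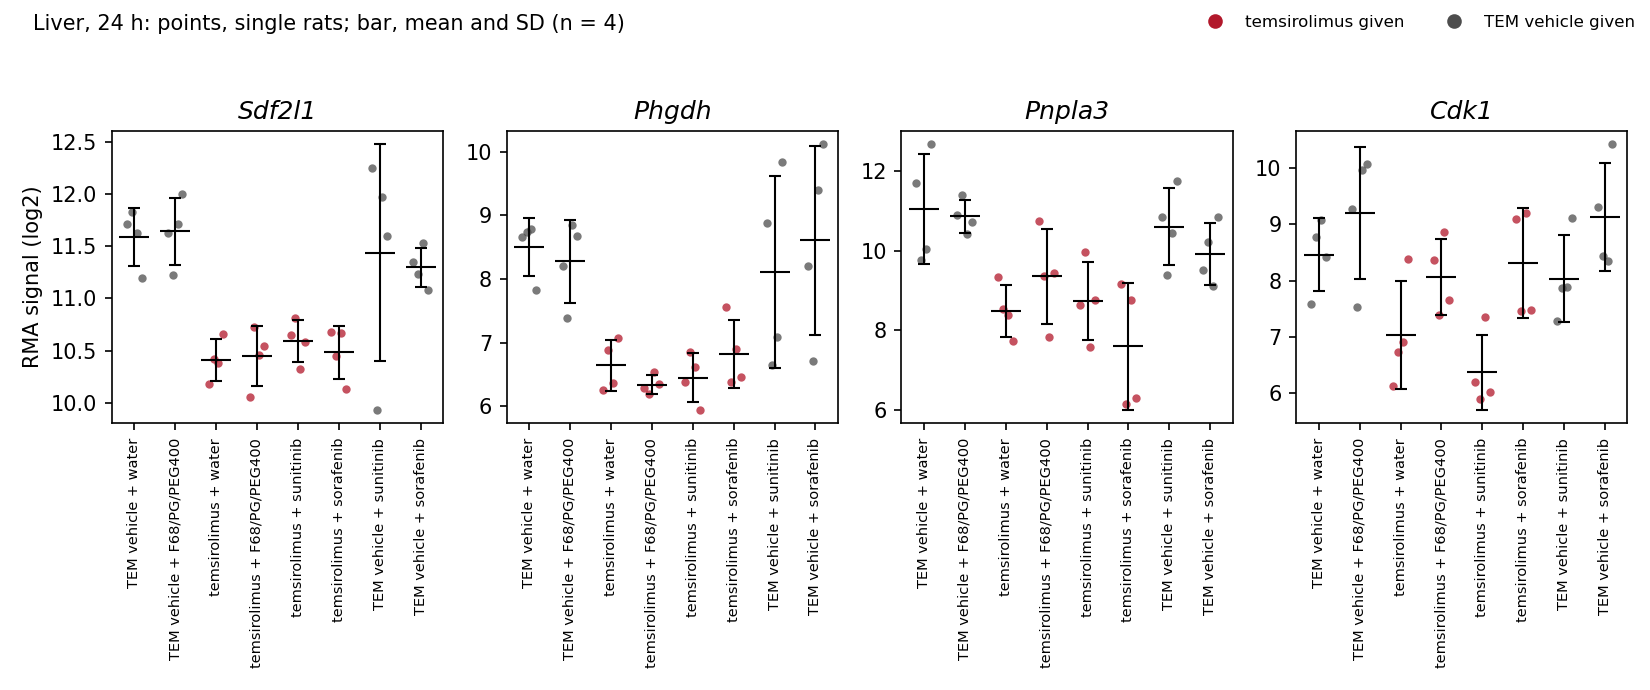
RMA signal (log2, vertical axis) of Sdf2l1, Phgdh, Pnpla3 and Cdk1 in the liver at 24 h for the 8 treatments of Study 1; points are single rats, bars the mean and SD of 4 rats, red with and grey without temsirolimus. Sdf2l1 has a mean of 11.59 ± 0.28 after both vehicles with water and of 10.41 ± 0.20 after temsirolimus with water.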

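Some chaperone transcripts were also lower in the heart and in bone marrow 24 h after temsirolimus alone. In the heart, 45 genes were called, of which 11 rose and 34 fell. Of the 16 genes of the unfolded protein response, 3 fell, 0 rose and 13 did not pass (11 fell when adjusted over the list alone), with Hspa5, the main chaperone of the endoplasmic reticulum, at -0.61 ± 0.11, Hsp90b1 at -0.38 ± 0.09 and Pdia6 at -0.28 ± 0.07. Camera's call was lost, with adjusted p = 0.209 with an estimated correlation. Mcm6 and Uhrf1, which act in DNA replication, had -0.49 ± 0.12 and -0.48 ± 0.12. Ccdc28a, H4cl1 and Tcp11l2 rose by 0.30, 0.39 and 0.39. Mean hepatocyte marker levels in these hearts were 6.23 ± 0.17 and 7.56 ± 2.88 (log2, SD, n = 4 each) after temsirolimus with water and with F68/PG/PEG400, against 6.53 ± 0.78 and 6.25 ± 0.23 (n = 4 each) after its vehicle. Rat 4M42 among the treated had 11.87 and rat 1M5 among the controls 7.68. With that level as a covariate, added after the data were seen, 58 genes were called, 45 of them among the 45. In bone marrow, of 50 genes called, 9 rose and 41 fell, or 16 and 36 when the values were quantile-normalized again. After temsirolimus with water and with F68/PG/PEG400, neutrophil and granulocyte markers in that tissue had levels of 11.29 ± 0.10 and 11.33 ± 0.09 against 11.43 ± 0.07 and 11.43 ± 0.09 after its vehicle (log2, SD, n = 4 each), and megakaryocyte and progenitor markers 9.64 ± 0.13 and 9.62 ± 0.06 against 9.78 ± 0.22 and 9.85 ± 0.20. Hspa5 had -0.31 ± 0.06, Pdia6 -0.27 ± 0.05 and Dnajc3 -0.25 ± 0.06 there, and 3 of the 16 members fell, 0 rose and 13 did not pass (7 fell when adjusted over the list alone; adjusted p = 0.0888 with an estimated correlation). Of 19 genes of glycolysis and the hypoxia response, 3 fell, 0 rose and 16 did not pass (4 fell when adjusted over the list alone; adjusted p = 0.121 with an estimated correlation). These were the phosphofructokinase Pfkp at -0.57 ± 0.09, the oxygen sensor Egln3 at -0.40 ± 0.09 and Pgam1 at -0.23 ± 0.05. Tpd52l1, Scd2 and Ccdc92 had the largest falls (-0.70, -0.64, -0.63) and Rps27l, Pim1 and Bmp4 the largest rises (0.69, 0.60, 0.55) among genes whose rats did not overlap.
At 1 h in the heart, 2 genes passed limma's test, both rises: Klf10 by 0.72 ± 0.13 and Txnip, which binds thioredoxin, by 0.63 ± 0.12. limma called 0 genes there without replicate 1, 2 or 3 (223 to 543 at an unadjusted p under 0.05 where limma called 0) and 1 without replicate 4. Camera also called 9 adipocyte markers there, with a median log2 change of 0.08 (adjusted p = 0.0155 with an estimated correlation), of which 0 passed the test (1 rose when adjusted over the list alone). The level of these markers was 9.04 ± 0.40 after temsirolimus with water against 8.68 ± 0.05 (log2, SD, n = 4 each), with 9.40 and 9.37 in rats 3M25 and 3M26, and 8.71 ± 0.08 with F68/PG/PEG400 against 8.67 ± 0.05. At 6 h in the heart, of 26 genes, 16 rose and 10 fell, or 8 and 14 when quantile-normalized again. Among genes whose rats did not overlap, Akap1, Sphk2 and Atp6v0a1 fell by 0.39, 0.34 and 0.31. LOC100909396, RGD1305537 and Mir29c rose by 0.78, 0.43 and 0.35. The largest absolute log2 change among the 26 was 4.27, in a gene that this rule left out. Since the RNA was reverse-transcribed from an oligo-d(T) primer, the mature microRNA of Mir29c was not measured. The treated rats include 4M46, whose heart array had a mean distance to its replicates of 107 against 69.6 to 75.8 in the others. Without replicate 4 of each group, which rat 4M46 is in its own, limma called 0 genes (1574 at an unadjusted p under 0.05). Without replicate 1, which keeps rat 4M46, it also called 0 (1760), and without replicates 2 and 3 it called 10 and 4. Each fit leaves out a rat of every group, so these counts cannot show whether the calls rest on rat 4M46. In the group of rat 4M46 the levels of macrophage and of T and NK cell markers were 8.41 ± 0.60 and 7.27 ± 0.67 (log2, SD, n = 4), against 8.01 ± 0.09 and 6.97 ± 0.13 (n = 4) after the vehicles. At that time 1 of 15 hepatocyte marker genes rose and 0 fell in the heart after temsirolimus (12 rose when adjusted over the list alone). Their median log2 change was 2.32 (adjusted p = 0.442 with an estimated correlation). Their levels were 9.70, 10.75, 10.21 and 10.66 in treated rats 3M27, 3M28, 4M39 and 4M40 of the first array set. In the second set treated rats reached 6.63. The vehicle groups had means of 6.08 ± 0.07 and 6.17 ± 0.16 (log2, SD, n = 4 each). Liver signal and treatment thus coincided in the first set. With the level of these markers as a covariate, an alternative added after the data were seen, 106 genes were called.
After treatment with sunitinib or sorafenib as well, 42 of the 45 genes of the heart and 48 of the 50 genes of bone marrow at 24 h moved in the same direction, and 31 and 29 passed again. At 6 h in the heart it was 13 of 26, with 1 passed again. In that repeat too the treated hearts had higher hepatocyte markers. Their levels were 8.6 ± 3.0 and 8.0 ± 2.2 after temsirolimus with sunitinib and with sorafenib. Sunitinib and sorafenib alone had 6.4 ± 0.5 and 6.3 ± 0.5 (log2, SD, n = 4 each). limma called 0 genes at 1 h in bone marrow (245 at an unadjusted p under 0.05) and liver (397) and at 6 h in bone marrow (3191) and liver (532). In bone marrow at 6 h, 2544 genes were called from the F68/PG/PEG400 groups alone, which hold the array of rat 4M45, and at 24 h 279 without the 2 arrays the paper names, 24 without the array-set terms and 8 and 1 in the water and F68/PG/PEG400 groups alone. In the heart, 150 and 9 were called at 24 h in the water and F68/PG/PEG400 groups alone and 9 without the array-set terms, and at 6 h 2 without these terms and 0 in the water or F68/PG/PEG400 groups alone (781 and 2697 at an unadjusted p under 0.05). With 1 rat of each group left out, the count ran from 0 without replicate 3 and 1 without replicate 1 to 58 in the heart at 24 h, 0 to 10 in the heart at 6 h (682 to 1760 at an unadjusted p under 0.05 where limma called 0) and 8 to 116 in bone marrow at 24 h. Other splits of the rats called up to 178 genes in the heart at 24 h, with 5 of 100 splits as large.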

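Genes of the circadian clock differed at 6 h between rats given sunitinib alone and their controls in the heart and liver. The paper's text does not give the hour of necropsy of each group. In the heart, 5 of 18 clock genes rose, 2 fell and 11 did not pass (7 rose and 2 fell when adjusted over the list alone). Dbp, Tef and Wee1, which the clock drives, rose by 0.93 ± 0.20, 0.67 ± 0.14 and 0.67 ± 0.13, and Bmal1, a core activator of the clock, had -1.14 ± 0.21. In the liver, 2 clock genes rose, 2 fell and 14 did not pass (8 rose and 4 fell when adjusted over the list alone), with Dbp at 2.16 ± 0.37, Per3 at 1.07 ± 0.24, Bmal1 at -1.09 ± 0.21 and the repressor Nfil3 at -1.01 ± 0.23. Camera's calls of the list were lost, with adjusted p = 0.47 in the heart and 0.236 in the liver with an estimated correlation. After temsirolimus, sunitinib changed Dbp by 0.43 ± 0.20 in the heart and 0.62 ± 0.37 in the liver, and Bmal1 by -0.09 ± 0.21 and 0.10 ± 0.21.
In the heart at 6 h, of 349 genes called, 158 rose and 191 fell, or 43 and 128 when quantile-normalized again. Gstt3, a glutathione transferase, Fam107a and Tnfaip6 had the largest rises (1.25 ± 0.34, 0.95 ± 0.18, 0.94 ± 0.20). Prdm1 had -0.74 ± 0.11 (adjusted p = 0.000108 from limma), with a log2 signal of 7.18 ± 0.13 (log2, SD, n = 4) against 7.92 ± 0.16 (n = 4). Unc5b, a receptor of the endothelium, fell by 0.68, and Rps6kb1, the S6 kinase downstream of mTOR, rose by 0.56. Erythroid markers had a level of 8.33 ± 0.29 (log2, SD, n = 4) in these hearts against 8.62 ± 0.14 (n = 4). Neutrophil and granulocyte markers had 5.75 ± 0.06 against 5.93 ± 0.08 in the same rats. Of 18 ERK-induced genes, 2 fell, 0 rose and 16 did not pass (3 fell and 1 rose when adjusted over the list alone; adjusted p = 0.134 with an estimated correlation). At 24 h, of 509 genes in the heart, 146 rose and 363 fell, or 167 and 240 when quantile-normalized again. Abca1, which exports cholesterol, Myh7, the slow myosin heavy chain, and Pclaf had the largest falls (-1.72 ± 0.42, -1.57 ± 0.39, -1.18 ± 0.33), and Hars1, Tspan18 and Entr1 the largest rises (1.23 ± 0.31, 1.22 ± 0.27, 0.94 ± 0.25). Of 27 proliferation genes, 3 fell, 0 rose and 24 did not pass (11 fell when adjusted over the list alone; adjusted p = 0.905 with an estimated correlation): Mcm4 at -0.61 ± 0.17, Bub1b at -0.61 ± 0.18 and Rrm1 at -0.36 ± 0.11. Of 16 drug targets and partners, Kit rose by 0.39 and Rps6kb1 by 0.61, Mtor fell by 0.24 and 13 did not pass (4 rose and 2 fell when adjusted over the list alone).
In the liver at 6 h, of 17 genes called, 9 rose and 8 fell, or 15 and 21 when quantile-normalized again. Egr1 had -2.22 ± 0.48 there, but 0.83 ± 0.48 when sunitinib followed temsirolimus. Arhgef26 rose by 1.03 and Ugp2, which makes UDP-glucose, by 0.75. At 24 h, of 1420 genes in the liver, 294 rose and 1126 fell. Ribosome biogenesis genes fell in 10 of 29 with 0 rises and 19 not passed (25 fell when adjusted over the list alone), such as Nop58 at -0.73 ± 0.20 and Tsr1 at -0.64 ± 0.18, ribosomal protein genes in 8 of 14 with 0 rises and 6 not passed (14 fell when adjusted over the list alone) and lysosomal genes in 3 of 18 with 0 rises and 15 not passed (6 fell when adjusted over the list alone). Their adjusted p was 0.83, 0.897 and 0.941 with an estimated correlation. Rora, Slc25a25 and Srrm2 had the largest falls (-1.32, -1.26, -1.09) and Tril the largest rise (0.62). These changes came mainly from 1 array. The 1420 genes moved by a median of 1.41 in their called direction in rat 7M78 and of 0.08 in the other 3 rats, and without that array, an alternative added after the data were seen, limma called 0 genes (346 at an unadjusted p under 0.05). After quantile normalization 3 were called (2 rose, 1 fell), and 705 without the array-set terms.
When sunitinib followed temsirolimus, 175 of the 349 genes of the heart at 6 h and 298 of the 509 at 24 h moved in the same direction, 10 of 17 in the liver at 6 h and 876 of 1420 at 24 h, and 13, 0, 0 and 0 passed again (unadjusted p under 0.05 for 9, 2 and 34 of the last 3 sets). With 1 rat of each group left out, the count was 2 to 710 in the heart at 6 h, 0 to 1854 at 24 h, 2 to 26 in the liver at 6 h and 0 to 4611 at 24 h (368 to 5268 at an unadjusted p under 0.05 where limma called 0), and without the array-set terms 133 in the heart at 6 h. Other splits of the rats called up to 1185 genes in the heart at 24 h and 118 and 5497 in the liver at 6 and 24 h, with 2, 2 and 18 of 35 splits as large. Hepatocyte markers had a mean level of 7.27 ± 1.32 (log2, SD, n = 4) in the hearts after sunitinib at 24 h against 6.53 ± 0.78 (n = 4) in their controls. These controls include rat 1M5, with a level of 7.68 and a mean distance to its replicates of 66.5 against 53.7 to 55.1 in the others. Without replicate 1 of each group, which rat 1M5 is in its own, limma called 0 genes (1985 at an unadjusted p under 0.05). Without replicate 3, which keeps rat 1M5, it also called 0 (1099), and without replicates 2 and 4 it called 617 and 1854. Each fit leaves out a rat of every group, so these counts cannot show whether the calls rest on rat 1M5. In bone marrow at 24 h, 1 gene was called, Tmem47 with 0.62 ± 0.11. limma called 0 genes there without any 1 of the 4 replicates, without the array-set terms, when quantile-normalized again and with the N2 mark as a covariate (327 to 1003 at an unadjusted p under 0.05), and 4 of 35 splits were as large. limma called 0 genes in bone marrow at 1 h (592 at an unadjusted p under 0.05) and 6 h (717), and at 1 h in heart (416) and liver (309).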

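Macrophage transcripts fell in the heart 24 h after sorafenib alone. Of 13 macrophage marker genes, 7 fell, 0 rose and 6 did not pass (10 fell when adjusted over the list alone), and camera called the list also with an estimated correlation (adjusted p = 0.00842 with an estimated correlation). F13a1, the A chain of factor XIII that tissue macrophages make, had a log2 change of -2.03 ± 0.23 (standard error, adjusted p = 1.87e-09 from limma), with a log2 signal of 6.54 ± 0.16 (log2, SD, n = 4) against 8.57 ± 0.39 (n = 4). Aif1 had -1.52 ± 0.28, the complement genes C1qb and C1qc -1.40 ± 0.22 and -1.19 ± 0.19, the mannose receptor Mrc1 -1.29 ± 0.17 and Csf1r, the receptor through which macrophages are maintained, -0.71 ± 0.13. Of the 50 genes called at that time, 4 rose and 46 fell, and the rises included Mamdc2, Edn1, which encodes endothelin, and Colq (0.56, 0.45, 0.44). When sorafenib followed temsirolimus, 50 of the 50 genes moved in the same direction and 46 passed again, with rat 4M42 among the controls of that repeat and F13a1 at -2.23 ± 0.23, C1qb at -1.37 ± 0.22, Mrc1 at -1.54 ± 0.17 and Csf1r at -1.01 ± 0.13. The number called was 9 to 66 with 1 rat of each group left out. Hepatocyte markers had a mean level of 7.29 ± 1.30 (log2, SD, n = 4) in the hearts after sorafenib at 24 h and of 6.25 ± 0.23 (n = 4) in their controls. With their level as a covariate, added after the data were seen, 46 genes were called, 41 of them among the 50.
At 6 h in the heart, some genes that ERK signalling induces and some immediate early genes were lower. Of 18 ERK-induced genes, 5 fell, 1 rose and 12 did not pass (9 fell and 1 rose when adjusted over the list alone; adjusted p = 0.00556 with an estimated correlation). The transcription factor Egr1 had -1.87 ± 0.23 (adjusted p = 3.44e-08 from limma), Ccnd1, a cyclin, -0.82 ± 0.15 and Myc -0.75 ± 0.11, while Phlda1 rose by 0.81 ± 0.17. Of 24 immediate early genes, 6 fell, 0 rose and 18 did not pass (8 fell and 1 rose when adjusted over the list alone; adjusted p = 0.0888 with an estimated correlation), among them Klf2 at -0.75 ± 0.13, Klf4 at -0.74 ± 0.12 and Egr2 at -0.65 ± 0.17. Of 19 genes of insulin signalling, FOXO factors and fasting, 4 rose, 0 fell and 15 did not pass (9 rose when adjusted over the list alone; adjusted p = 0.0888 with an estimated correlation): the ubiquitin ligase Fbxo32 at 0.78 ± 0.19, Txnip at 0.77 ± 0.17, Sesn1 at 0.68 ± 0.16 and Ppargc1a at 0.59 ± 0.17. Of 16 endothelial genes that respond to VEGF receptors, 3 fell, 0 rose and 13 did not pass (7 fell and 1 rose when adjusted over the list alone; adjusted p = 0.891 with an estimated correlation), namely Unc5b, Mcam and Odc1 (-0.91, -0.65, -0.36). Kdr, which encodes VEGF receptor 2, a target of sorafenib, had -0.90 ± 0.15, and Nrp2, a co-receptor of VEGF, -1.27 ± 0.20. Of 20 genes of cholesterol synthesis, 3 fell, 0 rose and 17 did not pass (4 fell when adjusted over the list alone; adjusted p = 0.984 with an estimated correlation), with Idi1 at -1.17 ± 0.25, Sqle at -0.83 ± 0.21 and the regulator Srebf2 at -0.55 ± 0.09. Clock genes rose in 3 of 18 and fell in 1, with 14 not passed (5 rose and 4 fell when adjusted over the list alone; adjusted p = 0.83 with an estimated correlation). The sulfotransferase Sult1a1, the monooxygenase Fmo2 and Fam13c had the largest rises (2.11 ± 0.41, 1.59 ± 0.20, 1.19 ± 0.15).
Of 13 macrophage markers, 2 fell at 6 h, 0 rose and 11 did not pass (3 fell when adjusted over the list alone; adjusted p = 0.912 with an estimated correlation), and their level was 7.66 ± 0.03 (log2, SD, n = 4) against 8.01 ± 0.09 (n = 4). Neutrophil and granulocyte markers had 5.64 ± 0.12 against 5.82 ± 0.14 and erythroid markers 8.38 ± 0.22 against 8.67 ± 0.16 in the same rats. Of 424 genes called in the heart at 6 h, 173 rose and 251 fell, 367 moved in the same direction when sorafenib followed temsirolimus, and 167 passed again, with rat 4M46 among the controls of that repeat and Egr1 at -1.12 ± 0.23. Among the genes called for sunitinib and for sorafenib at that time, 34 rose and 27 fell after both drugs, and 0 moved in opposite directions. Independent lists would share 1.92 and 3.37 by chance. Here and below the lists are not independent, since both tests use the same variance of each gene. Both drugs alone went to groups 7 and 8 and were set against groups 1 and 2. An effect of the group order, such as the hour of necropsy, would therefore also be shared. limma found 0 genes whose changes differed between the drugs (645 at an unadjusted p under 0.05), which were given at different doses, in different vehicles and against different control rats. The correlation of the changes across all genes, which are not independent replicates, was 0.604, the highest of all tissues and times. At 24 h it was 0.393 in the heart, where 7 genes differed between the drugs and 0 were shared. In bone marrow at 24 h it was 0.115, with 4 genes differing and 0 shared. In the liver at 6 h it was 0.334, with 1 gene differing. There 2 genes rose and 2 fell after both drugs, where 0.0108 and 0.00844 would be shared by chance. In the liver at 24 h, where the sunitinib calls came mainly from rat 7M78, 2 genes fell after both drugs, with 0.554 by chance. With 1 rat of each group left out, 76 genes were called for sorafenib in the heart at 6 h at the least.
At 1 h, of 258 genes called in the heart, 85 rose and 173 fell, but 162 rose and 91 fell when quantile-normalized again. The largest rises were in Dedd, Ggact and Cox5a, a subunit of cytochrome oxidase (1.18 ± 0.33, 1.11 ± 0.29, 1.09 ± 0.26), and the largest falls in Hipk3, Creb1 and Zyg11b (-1.02 ± 0.26, -0.93 ± 0.22, -0.92 ± 0.23). When sorafenib followed temsirolimus, 115 of the 258 moved in the same direction and 2 passed again, but the treated rats of that repeat include 6M68, whose heart array had a mean distance to its replicates of 155 against 76.8 to 78.1 in the others and a median of 41.1% of the liver signal in genes the liver expresses far above the heart. The treated rats include 8M92, whose array had a mean distance to its replicates of 78.9 against 50.6 to 54.9 in the others. Without replicate 4 of each group, which rat 8M92 is in its own, 13 genes were called (10 rose, 3 fell). Without replicates 1, 2 and 3, which keep rat 8M92, 8, 116 and 0 were called. Each fit leaves out a rat of every group, so these counts cannot show whether the calls rest on rat 8M92. In their called direction, the 258 genes moved by a median of 0.257 in the array set without rat 8M92 and 0.556 in the other. Hepatocyte transcripts were raised in 9 of the 16 heart arrays of the second array set at 1 h, and with their level as a covariate, added after the data were seen, 408 genes were called, while 399 were called with the low-signal filter, 69 without the array-set terms and 0 to 116 with 1 rat of each group left out (2401 at an unadjusted p under 0.05 where limma called 0).

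**Figure D2:**
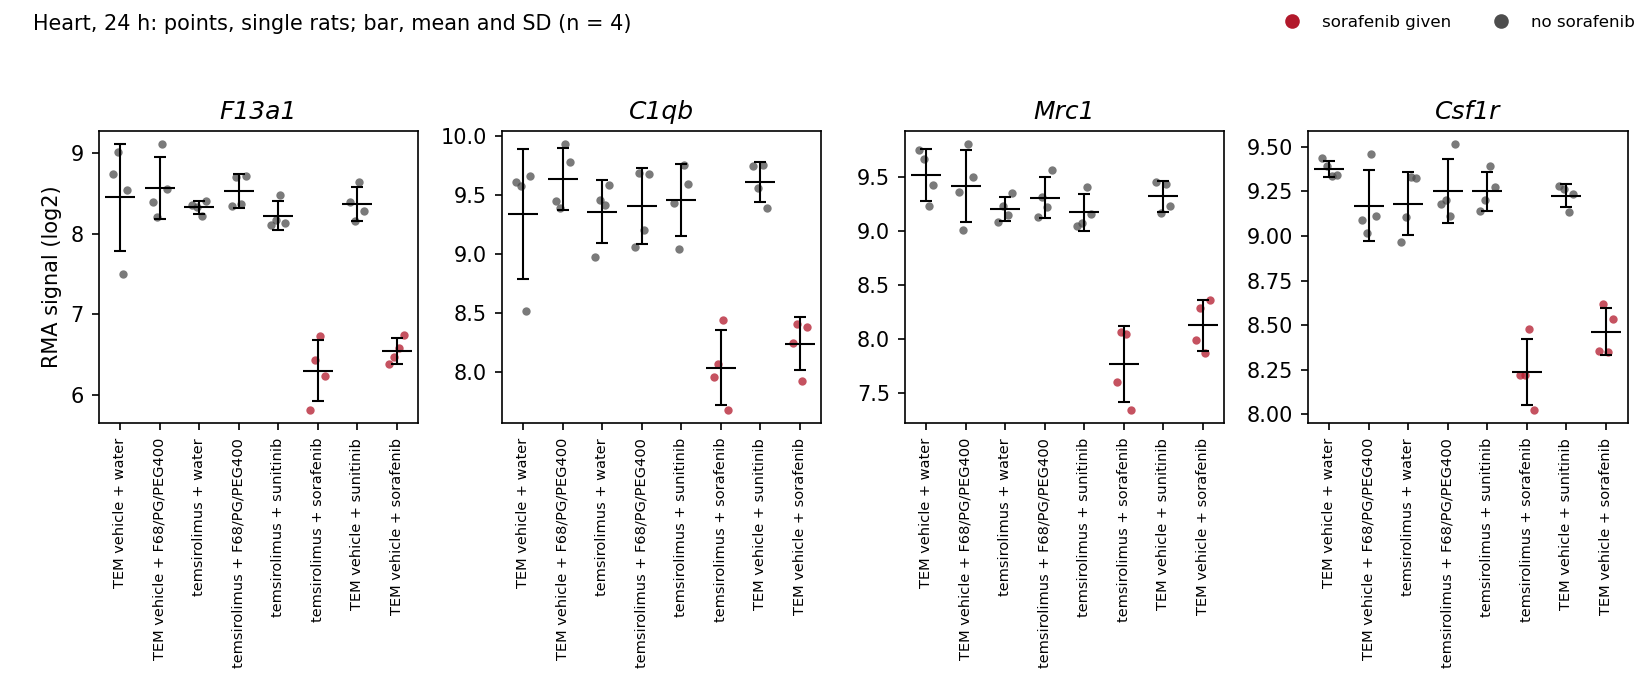
RMA signal (log2, vertical axis) of F13a1, C1qb, Mrc1 and Csf1r in the heart at 24 h for the 8 treatments of Study 1; points are single rats, bars the mean and SD of 4 rats, red with and grey without sorafenib. Mrc1 has a mean of 9.41 ± 0.33 after both vehicles with F68/PG/PEG400, of 8.13 ± 0.23 after sorafenib alone and of 7.76 ± 0.35 after temsirolimus and sorafenib.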

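In the liver 6 h after sorafenib alone, the endothelial genes Esm1 and Angpt2, a ligand of the receptor TIE2, rose by 2.11 ± 0.26 (adjusted p = 3.05e-08 from limma) and 1.28 ± 0.15. The log2 signal of Esm1 was 7.24 ± 0.13 (log2, SD, n = 4) against 5.12 ± 0.50 (n = 4). They are the 2 of 16 endothelial genes responsive to VEGF receptors that rose, with 0 falls and 14 not passed (3 rose when adjusted over the list alone; adjusted p = 0.0561 with an estimated correlation). Of 18 clock genes, 4 rose, 1 fell and 13 did not pass (7 rose and 3 fell when adjusted over the list alone; adjusted p = 0.207 with an estimated correlation), in groups whose hour of necropsy the paper's text does not give, with Dbp at 1.95 ± 0.37, Per3 at 1.09 ± 0.24, Nr1d1 at 1.05 ± 0.22 and Bmal1 at -1.00 ± 0.21. Cyp26b1, which degrades retinoic acid, Rprm and the tubulin Tubb2a had the largest falls (-1.35 ± 0.32, -1.30 ± 0.28, -1.25 ± 0.17). Of the 32 genes called, 17 rose and 15 fell (14 and 22 when quantile-normalized again), and 31 moved in the same direction after temsirolimus, 16 of them past the test, with Esm1 at 1.60 ± 0.26, Angpt2 at 0.50 ± 0.15 and Dbp at 0.82 ± 0.37. Erythroid markers had a level of 7.66 ± 0.06 after sorafenib alone against 7.85 ± 0.07 (log2, SD, n = 4 each). At 24 h, of 8 genes called in the liver, 1 rose and 7 fell (0 and 8 when quantile-normalized again). Stab2, a scavenger receptor of the sinusoidal endothelium, had -1.09 ± 0.16, the cyclin Ccnd2 -0.99 ± 0.20, the protease Adamts1 -0.92 ± 0.15 and Coch 0.55 ± 0.12. Of the 8, 7 moved in the same direction after temsirolimus and 6 passed again, with rat 4M48, whose liver array the paper names, among the controls of that repeat and Stab2 at -1.25 ± 0.16. Other splits of the rats called up to 21 genes there, with 2 of 35 splits as large.
In bone marrow at 24 h, the scavenger receptors Stab1 and Stab2 fell by 0.90 ± 0.15 and 0.80 ± 0.18 and Bex4 by 1.09 ± 0.18 on the log2 scale. Genes of ribosome biogenesis fell in 12 of 29 members with 0 rises and 17 not passed (23 fell and 1 rose when adjusted over the list alone; adjusted p = 0.121 with an estimated correlation). Utp20 had -0.55 ± 0.11, Gnl3 -0.47 ± 0.11, Mybbp1a -0.44 ± 0.08 and the methyltransferase Fbl -0.42 ± 0.10. Of 12 heat shock genes, 3 fell, 0 rose and 9 did not pass (4 fell when adjusted over the list alone; adjusted p = 0.209 with an estimated correlation): Hsph1 at -0.77 ± 0.14, Hspe1 at -0.51 ± 0.08 and Hspd1 at -0.45 ± 0.10. Syt17, Mfap5 and Gabbr2 had the largest rises (0.76, 0.62, 0.45). In the same rats, hepatocyte markers had a level of 5.85 ± 0.04 against 5.72 ± 0.08 and erythroid markers of 12.28 ± 0.12 against 12.17 ± 0.05 (log2, SD, n = 4 each). Of 526 genes called, 56 rose and 470 fell, 500 moved in the same direction when sorafenib followed temsirolimus, and 277 passed again, with Stab1 at -0.63 ± 0.15 and Utp20 at -0.38 ± 0.11. At 6 h, the protease Adamts5 and Fam167b had -1.14 ± 0.17 and -0.71 ± 0.12, and the glucocorticoid receptor Nr3c1 0.40 ± 0.08. These were the 3 genes called, 1 of which passed again after temsirolimus, in a repeat whose controls include rat 4M45 (3′:5′ ratio of Actb 25.2) and in which 3148 genes were called, and 0 to 6 genes were called with 1 rat of each group left out (866 at an unadjusted p under 0.05 where limma called 0). limma called 0 genes at 1 h in bone marrow (353 at an unadjusted p under 0.05) and liver (209). In bone marrow at 24 h, 258 genes were called without the array-set terms, 274 when quantile-normalized again and 87 to 1199 with 1 rat of each group left out, and in the liver 6 to 54 at 6 h and 1 to 37 at 24 h.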

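Macrophage genes such as F13a1 and Mrc1 were lower in the heart after sorafenib with and without temsirolimus, and Sdf2l1 and Phgdh lower in the liver after temsirolimus with and without a second drug. No gene, these included, passed limma's test of whether the effect of sunitinib or sorafenib depended on temsirolimus. For sunitinib, 0 genes were called in bone marrow, heart and liver (445, 1492 and 919 at an unadjusted p under 0.05), and for sorafenib 0 in each (850, 1920 and 582). Each test took the 3 times together, as an F test on the 4 groups with and without either drug. In data simulated at this number of rats, interactions were added at 24 h. Of those of 1 on the log2 scale, 83.6% were called for sorafenib in the liver, 85.1% for sunitinib in the heart and 79.1% for sorafenib in bone marrow. Of those of 0.5, 16.4%, 37.3% and 19.4% were called. Each simulation changed 67 genes by 0.5, 67 by 1 and 66 by 1.5. With fewer genes changed, the adjusted threshold is stricter. The shares therefore do not exclude interactions of 1 in the real data, where 0 genes were called. With 1 rat of each group left out, up to 60 genes were called for sunitinib and 33 for sorafenib in the heart. Temsirolimus was always given first, so the order of administration was not tested in Study 1. The paper states that the combination data can serve to study single drugs and synergy, and gives no values for either.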

Assessing the difference of the effects of sunitinib or sorafenib on gene expression between tissues is possible provided that any potential batch effect due to the different studies is accounted for. 

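In Study 1, where each rat gave all 3 tissues, sorafenib changed endothelial and macrophage genes differently in heart and liver. At 6 h the change of Esm1 was 2.58 ± 0.34 lower on the log2 scale in the heart than in the liver. At 24 h it was lower by 1.86 ± 0.34 (adjusted p = 4.76e-09 from limma's F test over the 3 times). For Angpt2 the difference at 6 h was -1.18 ± 0.22, for Unc5b -0.79 ± 0.18 and for Nid2 -0.78 ± 0.20, and 6 of the 16 VEGF receptor-responsive genes were called (7 when adjusted over the list alone). For F13a1 the difference at 24 h was -1.98 ± 0.23, for C1qb -1.12 ± 0.25 and for Aif1 -1.05 ± 0.26, and 5 of 13 macrophage markers were called (6 when adjusted over the list alone). Of 67 genes called between heart and liver, Fcmr, the receptor of IgM, differed by -1.25 ± 0.17 at 24 h, the homeobox gene Hlx by -0.58 ± 0.11 at 6 h, Bcl6b by -1.28 ± 0.20 and Cldn22 by 1.18 ± 0.18.
Between bone marrow and heart, 231 genes were called for sorafenib, with positive differences where bone marrow had the higher change. Of 13 macrophage markers 8 were called (10 when adjusted over the list alone), among them C1qa at 1.42 ± 0.28 and Aif1 at 1.59 ± 0.28 at 24 h. Of 18 ERK-induced genes 4 were called (5 when adjusted over the list alone), with Egr1 at 1.64 ± 0.28 and Dusp6 at 1.47 ± 0.28 at 6 h, and of 24 immediate early genes 3 (8 when adjusted over the list alone), with Klf2 at 1.08 ± 0.20 and Klf4 at 0.92 ± 0.17. Spry4, a brake on receptor tyrosine kinase signalling, differed by 0.65 ± 0.13 at 24 h, Pcdh17 by 0.94 ± 0.17, and Fmo2 and Cyp4b1 by -1.73 ± 0.24 and -1.11 ± 0.14 at 6 h. Between bone marrow and liver, 13 genes were called for sorafenib, with Adamts5 at -1.13 ± 0.21 and Bex4 at -1.25 ± 0.20 at 24 h and Ackr4 at 1.26 ± 0.25 at 6 h.
For sunitinib, 8 genes were called between bone marrow and heart, among them Prdm1 at 0.66 ± 0.15 at 6 h and Tspan18 at -1.19 ± 0.25, Amot at 0.81 ± 0.16, Ranbp6 at 0.74 ± 0.14, Uggt2 at 0.64 ± 0.15 and Phldb3 at -0.47 ± 0.10 at 24 h. Dbp alone was called between bone marrow and liver (-2.03 ± 0.32 at 6 h). Between heart and liver, Fam229a, Nxpe3, Tril and Cul2 differed by 0.68 ± 0.13, -0.87 ± 0.15, -0.94 ± 0.17 and 0.78 ± 0.15 at 24 h and Bcl6b by -0.98 ± 0.20 at 6 h, and without the liver array of rat 7M78, added after the data were seen, 2 genes were called. For sunitinib between bone marrow and heart, limma called 0 genes without the array-set terms (1346 at an unadjusted p under 0.05). With 1 rat of each group left out, the count for sunitinib was 0 to 131 between bone marrow and heart, 0 to 6 between bone marrow and liver and 0 to 458 between heart and liver (1066 to 2476 at an unadjusted p under 0.05 where limma called 0). Other splits of the rats called up to 79, 37 and 439 genes for these 3 pairs, with 3, 20 and 21 of 100 splits as large. For sorafenib the count with 1 rat left out was 40 to 160, 2 to 8 and 8 to 108 in the same order. Each test used the difference between the tissues within a rat, with the array set as a term. It was an F test over the 3 times, so a single difference given here need not pass by itself. After removal of the group means, the heart array of 83.3% of the 96 rats correlated best, among the 4 liver arrays of its group, with that of the same rat, and the bone marrow array of 65.6% with the liver array of the same rat.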

Time dependency of the effects of the individual drugs or them in combination on gene expression within a tissue is capable by profiling the data across the durations of exposure.

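The effect of sorafenib in the heart depended on the time of necropsy in 803 genes, and macrophage markers took part in it. The differences are taken from the change at 1 h, so a change at 1 h also enters them. The treated hearts at 1 h include that of rat 8M92, whose array had a mean distance to its replicates of 78.9 against 50.6 to 54.9. No fit left out that array alone, so whether the calls rest on it was not tested. Of 13 macrophage markers, 8 were called (8 when adjusted over the list alone). The change of Mrc1 at 24 h was lower than that at 1 h by 1.42 ± 0.24 on the log2 scale (adjusted p = 0.000832 from limma's F test). The changes of Cd163, C1qb and F13a1 were lower by 1.55 ± 0.33, 1.55 ± 0.32 and 2.13 ± 0.32. Lyve1, a hyaluronan receptor of lymphatic vessels and of some macrophages, had a difference of -1.62 ± 0.27 and Fcmr of -1.47 ± 0.19. At 6 h against 1 h, Fam13c, Cyp4b1 and the kinase Map2k6 had differences of 1.38 ± 0.21, 1.13 ± 0.17 and 1.02 ± 0.17. Of 19 genes of insulin signalling, FOXO factors and fasting, 5 were called (5 when adjusted over the list alone), with Fbxo32 at 1.34 ± 0.27 and Insr, the insulin receptor, at 1.03 ± 0.29, and of 18 clock genes 4 (7 when adjusted over the list alone), with Wee1 at 0.97 ± 0.18. Of 18 ERK-induced genes, 3 were called (10 when adjusted over the list alone), with Egr1 at -1.11 ± 0.32. Of 22 genes of PPAR alpha and fatty acid oxidation, 3 were called (3 when adjusted over the list alone), with Cpt1b, which carries fatty acids into mitochondria, at 0.64 ± 0.19. Lysosome genes with Ctsd at 0.72 ± 0.15 were called in 3 of 18 (8 when adjusted over the list alone), adipocyte markers with Lipe at 0.66 ± 0.17 in 3 of 9 (3 when adjusted over the list alone) and p53 targets with Cdkn1a at -0.88 ± 0.24 in 3 of 15 (4 when adjusted over the list alone).
In bone marrow, 54 genes were called for sorafenib. Mrpl16 and Uqcr11, which encode mitochondrial proteins, had differences of -0.59 ± 0.10 and -0.43 ± 0.08 between 24 h and 1 h, Glrx3, Akr7a2 and the transferrin receptor Tfr2 of -0.56 ± 0.10, -0.67 ± 0.12 and -0.74 ± 0.14, and Aptr of 0.83 ± 0.14 between 6 h and 1 h. The count in bone marrow was 7 when quantile-normalized again, 12 without the array-set terms and 0 to 92 with 1 rat of each group left out (1091 to 1166 at an unadjusted p under 0.05 where limma called 0), and another split of the rats called 159 genes. In the liver, Stab2 was called with -1.25 ± 0.22 and Tubb2a with -1.33 ± 0.24, and the count there was 0 to 3 with 1 rat left out (238 to 263 at an unadjusted p under 0.05 where limma called 0) and 10 in another split.
For sunitinib in the heart, 176 genes were called, with 4 of 18 clock genes (6 when adjusted over the list alone): Bmal1 at -0.96 ± 0.30, Hlf at 1.04 ± 0.25, Tef at 0.57 ± 0.20 and Cry2 at 0.34 ± 0.15 between 6 h and 1 h. The largest F was that of Vwa3a (-0.53 ± 0.12). The count in the heart was 47 when quantile-normalized again, 79 without the array-set terms and 341 in another split of the rats. Ugp2 was the 1 gene called in the liver (0.56 ± 0.18), where other splits called up to 48 genes and 11 of 100 splits were as large, and in bone marrow limma called 0 genes (705 at an unadjusted p under 0.05).
Temsirolimus had effects that depended on time in 21 genes of the liver, 5 of them among the 16 genes of the unfolded protein response (11 when adjusted over the list alone). Between 24 h and 1 h the differences were -1.21 ± 0.22 for Sdf2l1, -0.62 ± 0.12 for Hsp90b1, -0.86 ± 0.21 for Creld2 and -0.59 ± 0.12 for Pdia4. Tmem97, Ppa1 and Tmx2 had -0.73 ± 0.12, -0.59 ± 0.10 and -0.58 ± 0.10. limma called 0 genes for temsirolimus in bone marrow (1156 at an unadjusted p under 0.05) and heart (1055). Each test was an F test over the 3 times within a tissue, so a single difference given here need not pass by itself. With 1 rat of each group left out, the count ran from 11 to 761 for sorafenib in the heart, from 0 to 1226 for sunitinib in the heart and from 0 to 160 for temsirolimus in the liver.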

## Additional information

**How to cite this article**: Davis, M. *et al*. Transcriptomic profiles of tissues from rats treated with anticancer drug combinations. *Sci. Data*. 6:180306 doi: 10.1038/sdata.2018.306 (2019).

**Publisher’s note**: Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

## Figures and Tables

**Figure 1:**
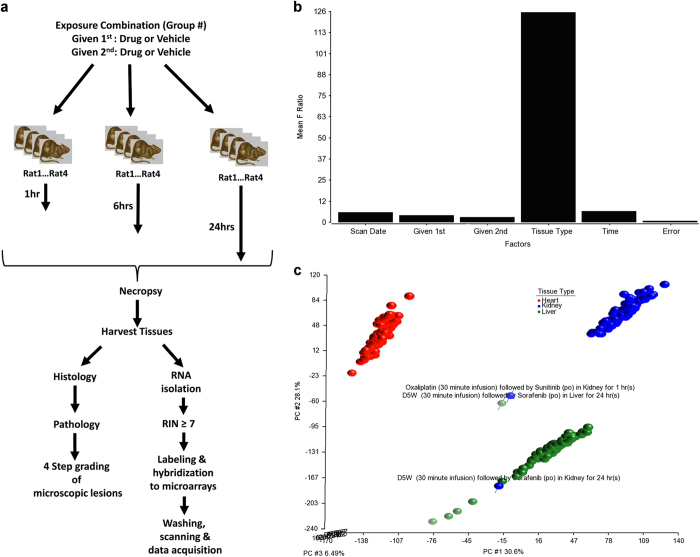
Study design, analysis workflow, sources of variability and principal component analysis. (**a**) Exposure, sample collection and data acquisition workflow. (**b**) Sources of variability for Study 2. The mean F ratio statistics from an ANOVA model of study 2 data is plotted for each factor. (**c**) PCA scatter plot of samples from Study 2.

**Figure 2:**
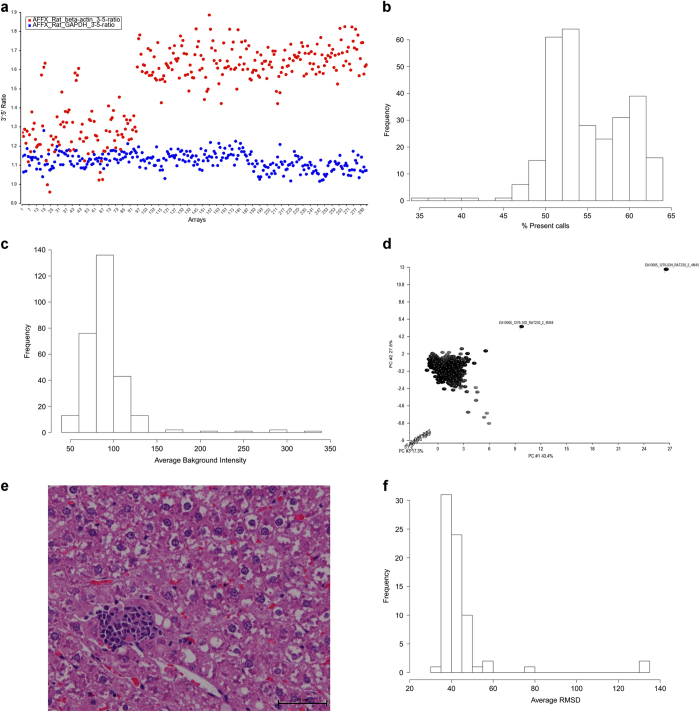
Data quality assessment. (**a**) 3′:5′ ratios of Study 2 samples. x-axis is the array index, y-axis is the 3′:5′ ratio of Actb (red) and Gapdh (blue). (**b**) Percent present calls for Study 2 arrays. (**c**) Average background intensity per Study 2 array. (**d**) PCA scatter plot of Studies 1, 2, and 3 samples using the RINs, percent present values, average background and the Actb and Gapdh 3′:5′ ratios. Two potential outliers are labeled. (**e**) Hematoxylin and eosin (H&E)-stained liver section from rat 4M48 in Study 1 group 4 administered temsirolimus (iv) followed by F68/PG/PEG400 (po) for 24 h magnified at 40x. The scale bar is 50 μm. (**f**) Distribution of the average RMSD per treatment group for Study 2.

**Figure 3:**
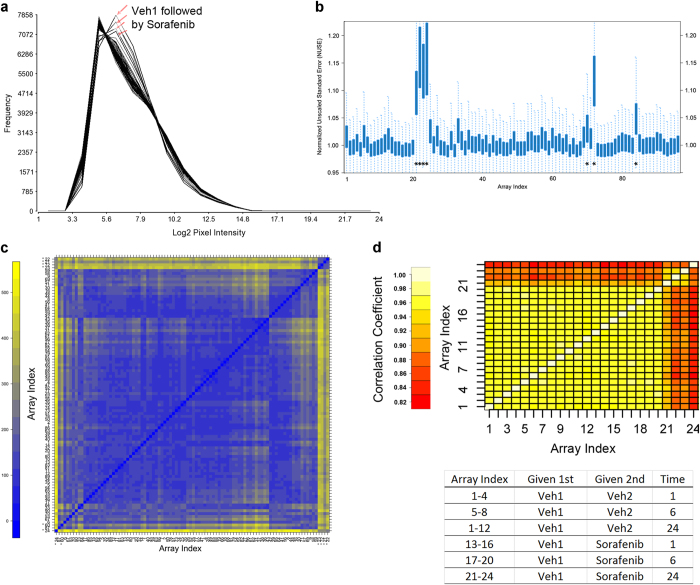
Comparison of samples. (**a**) Histograms of RMA normalized intensity data from Study 2 liver samples. (**b**) Boxplot distribution of NUSE values from Study 2 liver sample data. (**c**) Heat map of intensity data from Study 2 liver samples. (**d**) Array to array correlations for Study 2 liver samples treated with vehicle or sorafenib.

**Table 1:** Toxicogenomics studies to evaluate toxicity risk for combination therapy.

Study #	Main Drug	Combination Drugs	Tissues
1	Temsirolimus	Sunitinib Sorafenib	Bone Marrow
			Heart
			Liver
2	Oxaliplatin	Sunitinib Sorafenib	Kidney
			Heart
			Liver
3	Gemcitabine	Erlotinib Sorafenib	Skin
			Heart
			Liver

**Table 2:** Published gene expression studies in the rat and mouse in which the animals were exposed to the same chemicals as in this study.

GEO Accession	PubMedID	Publication Year	Species	Chemical	Combination Drug(s)/agents(s)	Platform
GSE37131	24047116	2013	Mouse	Temsirolimus	Bevacizumab	miRCURY LNA microRNA Array
GSE63902	25729387	2015	Rat	Oxaliplatin	Topotecan	Affymetrix Rat Genome 230 2.0 Array
GSE57811	25058030|26260164	2014|2016	Rat	Oxaliplatin	NA	Affymetrix Rat Genome 230 2.0 Array
GSE3210	16239200	2005	Rat	Oxaliplatin	NA	Codelink Rat Uniset 10 K
GSE60653	25909219	2015	Mouse	Oxaliplatin	Starvation	Affymetrix HT MG-430 PM Array
GSE51414	24264989	2013	Mouse	Oxaliplatin	Antibiotics	Affymetrix Mouse Gene 1.0 ST Array
GSE20147	20460542	2010	Mouse	Oxaliplatin	NA	Agilent-014868 Whole Mouse Genome Microarray 4 × 44 K
GSE47396	24147037	2013	Rat|Mouse	Gemcitabine	NA	miRCURY LNA microRNA Array
GSE57811	25058030|26260164	2014|2016	Rat	Erlotinib	NA	Affymetrix Rat Genome 230 2.0 Array
GSE57805	25058030	2014	Rat	Erlotinib	NA	Affymetrix Rat Genome 230 2.0 Array
GSE27641	24677197	2014	Rat|Mouse	Erlotinib	Diethylnitrosamine	Illumina expression beadchip
GSE98973	29051215	2017	Mouse	Erlotinib|Sorafenib|Sunitinib	NA	Illumina NextSeq 500
GSE27640	24677197	2014	Mouse	Erlotinib	Carbon tetrachloride	Illumina expression beadchip
GSE29415	22068661	2012	Mouse	Erlotinib	ras	NCI/ATC Mm-MEEBO
GSE6929	17935226	2007	Rat	Sunitinib	NA	Affymetrix Rat Genome 230 2.0 Array
GSE84048	28011623	2017	Mouse	Sunitinib	NA	Agilent-028005 SurePrint G3 Mouse GE 8 × 60 K Microarray
GSE50795	25017943	2014	Mouse	Sunitinib	NA	Agilent-014868 Whole Mouse Genome Microarray 4 × 44 K
GSE43053	25779766	2015	Rat	Sorafenib	NA	Affymetrix Rat Gene 1.0 ST Array
GSE8134	18303084	2008	Rat	Sorafenib	Hypoxia + VEGFR-2 inhibitor	Affymetrix Rat Genome 230 2.0 Array
GSE54857	24906623	2014	Mouse	Sorafenib	SV40 large T-antigen	Illumina expression beadchip

**Table 3:** Study 1 experimental design for temsirolimus combination with sunitinib or sorafenib.

Group	Treatment^∗^	Dose of Temsirolimus (mg/kg)	Dose of Sunitinib or Sorafenib (mg/kg)	No. of Animals per Time point						
				1 hour	6 h	24 h				
1	TEM vehicle (iv) followed by sterile water (po)	0	0	4	4	4
2	TEM vehicle (iv) followed by F68/PG/PEG400 (po)	0	0	4	4	4
3	Temsirolimus (iv) followed by sterile water (po)	0.3	0	4	4	4
4	Temsirolimus (iv) followed by F68/PG/PEG400 (po)	0.3	0	4	4	4
5	Temsirolimus (iv) followed by Sunitinib (po)	0.3	5	4	4	4
6	Temsirolimus (iv) followed by Sorafenib (po)	0.3	25	4	4	4
7	TEM vehicle (iv) followed by Sunitinib (po)	0	5	4	4	4
8	TEM vehicle (iv) followed by Sorafenib (po)	0	25	4	4	4
^∗^The interval between administration of the first and second agent was 30 min. F68 = Pluronic F68, PG = Propylene glycol, PEG 400 = Polyethylene glycol 400, PO = Per Os or Orally, IV = Intravenous						

**Table 4:** Study 2 experimental design for oxaliplatin combination with sunitinib or sorafenib.

Group	Treatment^∗^	Dose of Oxaliplatin (mg/kg)	Dose of Sunitinib or Sorafenib (mg/kg)	No. of Animals per Time point						
				1 h	6 h	24 h				
1	D5W (30 min infusion) followed by sterile water (po)	0	0	4	4	4
2	D5W (30 min infusion) followed by F68/PG/PEG400 (po)	0	0	4	4	4
3	Oxaliplatin (30 min infusion) followed by sterile water (po)	15	0	4	4	4
4	Oxaliplatin (30 min infusion) followed by F68/PG/PEG400 (po)	15	0	4	4	4
5	Oxaliplatin (30 min infusion) followed by Sunitinib (po)	15	5	4	4	4
6	Oxaliplatin (30 min infusion) followed by Sorafenib (po)	15	25	4	4	4
7	D5W (30 min infusion) followed by Sunitinib (po)	0	5	4	4	4
8	D5W (30 min infusion) followed by Sorafenib (po)	0	25	4	4	4
^∗^There was a 30-minute interval between the end of the first infusion dose and the administration of the second dose. D5W = 5% Dextrose in water, F68 = Pluronic F68, PG = Propylene glycol, PEG 400 = Polyethylene glycol 400, PO = Per Os or Orally, IV = Intravenous						

**Table 5:** Study 3 experimental design for gemcitabine combination with erlotinib or sorafenib.

Group	Treatment^∗^	Dose of Gemcitabine (mg/kg)	Dose of Erlotinib or Sorafenib (mg/kg)	No. of Animals per Time point						
				1 h	6 h	24 h				
1	0.9% saline (iv) followed by 0.5% CMC (po)	0	0	4	4	4
2	0.9% saline (iv) followed by F68/PG/PEG400 (po)	0	0	4	4	4
3	Gemcitabine (iv) followed by 0.5% CMC (po)	20	0	4	4	4
4	Gemcitabine (iv) followed by F68/PG/PEG400 (po)	20	0	4	4	4
5	Gemcitabine (iv) followed by Erlotinib (po)	20	150	4	4	4
6	Gemcitabine (iv) followed by Sorafenib (po)	20	25	4	4	4
7	0.9% saline (iv) followed by Erlotinib (po)	0	150	4	4	4
8	0.9% saline (iv) followed by Sorafenib (po)	0	25	4	4	4
^∗^The interval between administration of the first and second agent was 30 min. CMC = Carboxymethylcellulose, F68 = Pluronic F68, PG = Propylene glycol, PEG 400 = Polyethylene glycol 400, 10% Pluronic F68:propylene glycol:PEG 400 (15:42.5:42.5; w-w:w), PO = Per Os or Orally, IV = Intravenous						

**Table 6:** Technical validation approaches.

Validation Approach	Assessment
RIN	RNA integrity
ANOVA F ratio	Sources of variability and batch effects
PCA samples scatter	Cohesiveness of samples
beta-actin and GAPDH 3’:5’ ratios	Sample quality
% percent calls and average background intensity	Arrays with low expression detection and abnormal background intensity
Average RMSD	Average distance between biological replicates
Pixel intensity distribution	Distribution of the data from each array
NUSE	Precision (probeset homogeneity) of expression relative to other arrays
Heatmap and correlation matrix	Array to array similarity
RIN: RNA integrity number, ANOVA: analysis of variance, PCA: principal component analysis, GAPDH: Glyceraldehyde-3-Phosphate Dehydrogenase, RMSD: Root Mean Squared Distance, NUSE: normalized unscaled standard error.

How the deposited data were processed for this re-analysis (not part of the article)

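The deposited values of Study 1 were processed. They come from 288 Affymetrix rat genome arrays, 96 each of bone marrow, heart and liver, from 96 rats in 8 treatment groups and 3 times with 4 rats each, and every rat gave all 3 tissues. The authors made them from the scanned arrays by RMA, and the deposited values are RMA signals on the log2 scale for each probe set. They were used without a further transformation. Arrays of a tissue have nearly the same quantiles and tissues differ, so values were compared within a tissue or as differences of changes. The version of RMA is not stated. Arrays have no read depth, and the number of rats limits the precision. Files of the second study were not in the set analysed.

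Samples were grouped by the treatment, time and tissue of their labels, which match Table 3 of the paper. The gene symbol of a probe set was taken from the annotation: 21268 probe sets were listed, 20832 with 1 symbol and 436 with several, and 9831 were not listed. Probe sets with several symbols or none were left out of the tests of genes, and of several probe sets for a gene the one with the highest mean over the tissue's arrays was kept, which left 14218 genes. Distances, F ratios and principal components used all probe sets.

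R 4.3.3 with limma 3.58.1 was used. Each tissue was fitted with 24 group means and 3 terms for the array set within the times, with moderated variances. The array set parts the 2 rats of each group on one pair of array plates from the other 2; the paper states that 2 rats per group were dosed on each of 2 days but not which. There were 54 comparisons: 27 of a drug alone in a tissue at a time, and 27 F tests of the interaction of an oral drug with temsirolimus, of a drug with time, of the oral vehicles, of time in vehicle rats and of a drug between tissues. Comparisons between tissues used the difference of 2 tissues within a rat, which keeps the rat as a block; the pairing was checked on residual values. Genes with an adjusted p under 0.05 (Benjamini-Hochberg over the genes of a comparison) were counted. Named genes were, in each comparison of a drug alone, the 3 with the largest rises and the 3 with the largest falls among genes called whose treated and control rats do not overlap, up to 4 members of each list with at least 3 members called, the control genes of the paper and the drug targets; in F tests, the 6 genes with the largest F and list members by the same rule. Of 714 list members, 624 were found on the arrays. Lists were tested with camera at a preset correlation of 0.01 and with an estimated one, and with fry.

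Alternatives were a filter that keeps probe sets with a mean log2 signal of at least 6, renewed quantile normalization within the tissue, no array-set terms, omission of each replicate number, omission of the 2 arrays the paper names, a covariate for the 8 bone marrow arrays with an N2 mark, temsirolimus in either oral vehicle alone, and tissues as independent arrays. 3 were added after the data were seen: the level of hepatocyte transcripts as a covariate in the heart, and omission of the liver array of rat 7M78 or the heart array of rat 6M68. For each comparison the genes called were counted in other splits of its rats, all 35 where 4 rats met 4 and otherwise 100 with the real one, drawn with a fixed seed. The 35 splits also exchange rats between array sets, which the fit holds as terms. Too few splits of 4 against 4 keep 2 rats of each set on each side for a share under 0.05. For sunitinib or sorafenib alone, the share therefore cannot exclude chance within the array sets. No test within the array sets was made for the other comparisons. The method was tested on simulated data, in which changes of 0.5, 1 and 1.5 on the log2 scale were added to values with the spread of the rats: 88.1%, 95.5% and 100% were called for temsirolimus in the liver at 24 h, with 6 false calls among 195, and 76.1%, 97% and 100% for sorafenib in the heart at 6 h, with 14 among 196. Permutation tests of correlations used 100000 permutations. RINs, percent present calls, backgrounds and probe-level residuals are not in the table of RMA values used and were left out.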

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

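The counts of other splits of the rats, the tests of the 3 patterns weighed here and the limits set for them were written down after the results were seen. In groups of 4 rats, single arrays stood apart by Dixon's criterion at 95%, which marks about 1 in 20 groups of independent values by chance. The mean distances of the 4 arrays of a group share pairs, so that rate does not hold for them, and the 3′:5′ ratios were tested only in the 2 groups with the arrays the paper names, which it chose by measures that include these ratios. By the mean Euclidean distance to the 3 other arrays of the group, in 19 of 72 groups, these were in bone marrow (value, with the range of the 3 others) rat 7M74 at 1 h 49.6 (53.7 to 54), rat 6M72 at 24 h 57.3 (52.6 to 52.7), rat 4M45 at 6 h 199.6 (97.6 to 107) and rat 7M76 at 6 h 50.4 (49.3 to 49.5), in heart rat 2M19 at 1 h 41.8 (39.7 to 40.0), rat 6M68 at 1 h 155 (76.8 to 78.1), rat 7M79 at 1 h 37.2 (38.5 to 38.8), rat 8M92 at 1 h 78.9 (50.6 to 54.9), rat 1M5 at 24 h 66.5 (53.7 to 55.1) and rat 4M46 at 6 h 107 (69.6 to 75.8), in liver rat 3M32 at 1 h 49.7 (46.7 to 47.1), rat 4M38 at 1 h 51.6 (42.5 to 43.7), rat 5M49 at 1 h 55.3 (44.5 to 46.1), rat 4M48 at 24 h 92.4 (57.9 to 60.6), rat 5M54 at 24 h 54.5 (45.6 to 47.1), rat 7M78 at 24 h 171 (84.2 to 87.7), rat 8M96 at 24 h 64.2 (47.4 to 49.9), rat 4M46 at 6 h 57.2 (45.6 to 46.8) and rat 6M64 at 6 h 50.8 (45.2 to 46). By the mean log2 signal of hepatocyte markers, in 4 of 24 groups, these were in heart (value, with the range of the 3 others) rat 5M55 at 1 h 9.50 (5.93 to 6.19), rat 6M68 at 1 h 14.03 (6.19 to 6.40), rat 1M5 at 24 h 7.68 (6.04 to 6.32) and rat 4M42 at 24 h 11.87 (6.06 to 6.21). By that of skeletal muscle markers, in 4 of 24 groups, these were in bone marrow (value, with the range of the 3 others) rat 2M13 at 1 h 6.04 (5.28 to 5.39), rat 5M50 at 1 h 6.27 (5.35 to 5.49), rat 6M72 at 24 h 7.73 (5.33 to 5.51) and rat 8M87 at 6 h 5.59 (5.25 to 5.31). By that of macrophage markers, in 4 of 24 groups, these were in liver (value, with the range of the 3 others) rat 1M8 at 1 h 9.84 (10.27 to 10.35), rat 5M54 at 24 h 10.13 (10.33 to 10.36), rat 7M78 at 24 h 9.06 (10.30 to 10.54) and rat 4M46 at 6 h 11.58 (10.19 to 10.38). By the Actb 3′:5′ ratio, these were in bone marrow (value, with the range of the 3 others) rat 4M45 at 6 h 25.2 (1.31 to 1.68), in liver rat 4M48 at 24 h 9.59 (1.77 to 2.12). By the Gapdh 3′:5′ ratio, these were in bone marrow (value, with the range of the 3 others) rat 4M45 at 6 h 61.8 (1.2 to 1.46), in liver rat 4M48 at 24 h 5.51 (1.26 to 1.41).

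Hepatocyte transcripts in heart arrays. Liver RNA mixed into heart RNA would raise all genes that the liver expresses far above the heart. In rat 6M68 at 1 h, 100% of 200 such genes outside the marker list were over 1 log2 above the median of the heart arrays, and the median one had 41.1% of its signal in liver, while the highest of the other heart arrays had 3.55%; at 6 h in groups 3 to 6, the median percent of these genes raised was 70 in the first array set and 0 in the second. The tables argue against a liver sample under the label of a heart sample, since cardiac markers had a level of 12.68 in that array, near the 13.52 of all heart and far from the 6.28 of all liver arrays, and against an effect of the treatment on the heart at 6 h, since no array of the second set in groups 3 to 6 passed 6.63 while the lowest of the first set was 9.49. Levels over 7 were found in 9 of 16 heart arrays of the second set at 1 h, in 8 and 10 of the first set at 6 and 24 h and in 0 of the other sets, as a hypothesis consistent with liver RNA mixed in at dissection or RNA handling on some days. Which step it was stays open, and the paper does not report it.

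Genes called for sunitinib in the liver at 24 h. The array of rat 7M78 had a compressed range of signals: 86.4% of 2918 genes dim in the other liver arrays were higher and 74.2% of the other genes lower in it, and its distribution deviated from the mean of the tissue by 0.434 where the next highest array had 0.119. Degraded RNA would raise the 3′:5′ ratios and is argued against by 2.19 for Actb and 1.46 for Gapdh, where the array of rat 4M48 had 9.59 and 5.51, although the medians of the liver arrays were 1.91 and 1.31 and the Gapdh ratio of rat 7M78, as in 95 of 96 liver arrays, was above the limit of 1.25 in the paper. An effect of the called size in the liver of each rat is argued against by a median change of the called genes of 0.0826 in the other 3 rats. A smaller effect in each rat stays open. Of the called genes, 95.1% moved in the called direction in those 3 rats, although these rats took part in the call. In the array set without rat 7M78, 1294 of the 1420 genes did. The changes called may therefore come from a compressed signal range of 1 array, while a response of that rat alone stays open.

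Clock genes at 6 h after sunitinib or sorafenib. A later hour of necropsy in the higher-numbered groups would move clock genes as an effect of the oral drugs would, and the paper's text does not give the order of necropsy. Over the 16 rats of groups 1 to 4, which had no oral drug, the clock score of the heart had a Spearman correlation with the group number of 0.497 (permutation p = 0.0549, adjusted p = 0.11 over the 2 tissues; Pearson r 0.484, permutation p = 0.0591, 0.471 without 2 rats), and that of the liver of 0.34 (permutation p = 0.203, adjusted p = 0.203; Pearson r 0.306, permutation p = 0.247, 0.407 without 2 rats). After temsirolimus, sunitinib moved the clock score of the liver by 0.17, against 0.86 when given alone, and that of the heart by 0.13 against 0.40, and sorafenib by 0.29 against 0.82 and by 0.18 against 0.31, with group means in the liver, from group 1 to 8, of -0.10, 0.01, 0.20, 0.18, 0.37, 0.47, 0.76 and 0.84. Of the genes outside the clock that depended on time in vehicle rats, 52.5% of 59 in the heart and 58.8% of 119 in the liver moved as at a later hour after sunitinib, and 56.1% of 82 and 65.5% of 194 after sorafenib. At 1 h the clock score was also higher in groups 5 to 8. From group 1 to 8 the heart had -0.37, -0.31, -0.34, -0.24, -0.07, -0.09, -0.06 and 0.03. The liver had -1.10, -1.04, -1.05, -1.01, -0.96, -0.89, -0.98 and -0.91. At 24 h the highest heart mean was -0.15 in group 4. The lowest adjusted p of the score differences was 0.193 over 54 exact tests. Since group number and treatment coincide, the hour of necropsy and an effect of the drugs cannot be told apart.

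Effects of a drug that differed between times or tissues, by limma's test of the difference itself, are given with the highest count of the other splits of the rats in parentheses. No test within the array sets was made for them. For sorafenib in heart over time, differences are taken from 1 h, where the array of rat 8M92 stood apart. No fit left out that array alone. The shares of splits as large are not corrected over the 54 comparisons. By that share, chance can be excluded between times for sorafenib in heart 803 genes (33) and temsirolimus in liver 21 genes (1), and between tissues for sorafenib between bone marrow and heart 231 genes (42), sorafenib between bone marrow and liver 13 genes (4) and sorafenib between heart and liver 67 genes (14). By the share alone it can also be excluded for sorafenib in bone marrow over time 54 genes (159; 2 of 100 as large), sunitinib in heart over time 176 genes (341; 2 of 100 as large), sorafenib in liver over time 2 genes (10; 3 of 100 as large) and sunitinib between bone marrow and heart 8 genes (79; 3 of 100 as large), but there a split called more genes than the real one. Chance cannot be excluded for sunitinib in liver over time 1 gene (48; 11 of 100 as large), sunitinib between bone marrow and liver 1 gene (37; 20 of 100 as large) and sunitinib between heart and liver 5 genes (439; 21 of 100 as large). In these last 2 sets the highest split called over 2 times the real count, except for sunitinib in heart over time. The origin of these counts stays open.

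The paper reports no test of single genes. limma called genes, and chance can be excluded by the share of other splits of the rats as large, not corrected over the comparisons (highest count in parentheses), for sorafenib in bone marrow at 6 h 3 genes (1), temsirolimus in bone marrow at 24 h 50 genes (1), sorafenib in bone marrow at 24 h 526 genes (28), temsirolimus in heart at 1 h 2 genes (1), sorafenib in heart at 1 h 258 genes (85), temsirolimus in heart at 6 h 26 genes (23), sunitinib in heart at 6 h 349 genes (45), sorafenib in heart at 6 h 424 genes (1), sorafenib in heart at 24 h 50 genes (1), sorafenib in liver at 6 h 32 genes (3), temsirolimus in liver at 24 h 439 genes (57), F68/PG/PEG400 against sterile water in liver 20 genes (2), the time of necropsy in vehicle rats in bone marrow 40 genes (1), the time of necropsy in vehicle rats in heart 342 genes (137) and the time of necropsy in vehicle rats in liver 695 genes (5). In the rats that had the other agent as well, 115 of the 258 genes for sorafenib in heart at 1 h, 13 of the 26 genes for temsirolimus in heart at 6 h and 175 of the 349 genes for sunitinib in heart at 6 h moved in the same direction, and with 1 rat of each group left out the lowest counts were 0, 0 and 2 (1574 to 2401 at an unadjusted p under 0.05 where limma called 0). The treated rats of the first of these repeats include 6M68, whose heart array held liver signal, and the repeat was not run without it. For temsirolimus in heart at 6 h, treated hearts of the first array set had raised hepatocyte markers in both comparisons. With 1 rat of each group left out, the count was 0 to 1 for temsirolimus in heart at 1 h. It was 0 to 6 for sorafenib in bone marrow at 6 h. Where limma called 0, 223 to 543 and 866 genes had an unadjusted p under 0.05. The 2 and 3 genes reported there moved in the same direction in the rats that had the other agent as well. For sunitinib or sorafenib alone, the exclusion of chance stated above holds only over all 35 splits, which also exchange rats between array sets. The fit holds these sets as terms. Too few of the 35 splits keep 2 rats of each set on each side for a share under 0.05. For these comparisons, chance is therefore not excluded within the array sets. For temsirolimus, the vehicles and the time of necropsy, no test within the array sets was made either.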

How the results depend on the processing

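All alternatives were set beforehand except the hepatocyte level as a covariate and the omission of the array of rat 7M78 or 6M68, which were chosen after seeing the data. Counts of genes called stayed within 1.5 times the reported count in 261 of the values under alternatives and moved further in 183. The 261 include values of 0 against a reported count of 0, which cannot show stability. The changes of the 362 genes called and named kept their direction and their side of the threshold in 2016 values and lost the threshold in 938, with 0 reversed. The median distance between replicates was 47.1 to 47.8 with and without renewed normalization and 41.1 with the low-signal filter. Where limma called 0 genes under an alternative, 122 to 5268 genes had an unadjusted p under 0.05. The cause of these shifts was not tested. Where rats were left out, counts moved both ways, as for temsirolimus in the liver at 24 h from 439 to 80 without replicate 4 and to 1147 without replicate 2. Signal over background limits genes of low expression, which the filter at a log2 value of 6 removes. Counts are given as reported count, then count under the alternative, with × for a dependence on another factor and – for a difference between tissues.

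With the low-signal filter: temsirolimus marrow 6 h 0 to 6, sorafenib marrow 6 h 3 to 8, sorafenib heart 1 h 258 to 399, sunitinib×time liver 1 to 4, sorafenib marrow–liver 13 to 5, sunitinib heart–liver 5 to 15, principal components 94.8 to 95.4. In the F68/PG/PEG400 groups only: temsirolimus marrow 6 h 0 to 2544, temsirolimus marrow 24 h 50 to 1, temsirolimus heart 1 h 2 to 1, temsirolimus heart 6 h 26 to 0, temsirolimus heart 24 h 45 to 9, temsirolimus liver 24 h 439 to 163. When quantile-normalized again: sorafenib marrow 6 h 3 to 5, sunitinib marrow 24 h 1 to 0, sorafenib marrow 24 h 526 to 274, sunitinib heart 6 h 349 to 171, sunitinib liver 6 h 17 to 36, temsirolimus liver 24 h 439 to 818, sunitinib liver 24 h 1420 to 3, sorafenib×time marrow 54 to 7, sunitinib×time heart 176 to 47, temsirolimus×time liver 21 to 67, sunitinib×time liver 1 to 4, oral vehicle marrow 0 to 1, oral vehicle liver 20 to 43, vehicle time liver 695 to 1119, sorafenib marrow–liver 13 to 22. Without the array-set terms: temsirolimus marrow 24 h 50 to 24, sunitinib marrow 24 h 1 to 0, sorafenib marrow 24 h 526 to 258, temsirolimus heart 1 h 2 to 1, sorafenib heart 1 h 258 to 69, temsirolimus heart 6 h 26 to 2, sunitinib heart 6 h 349 to 133, temsirolimus heart 24 h 45 to 9, sunitinib liver 24 h 1420 to 705, sorafenib×time marrow 54 to 12, sunitinib×time heart 176 to 79, sunitinib marrow–heart 8 to 0, sorafenib marrow–heart 231 to 115. Without the 2 arrays the paper names: temsirolimus marrow 24 h 50 to 279, temsirolimus liver 24 h 439 to 250. In the sterile water groups only: temsirolimus marrow 24 h 50 to 8, temsirolimus heart 1 h 2 to 1, temsirolimus heart 6 h 26 to 0, temsirolimus heart 24 h 45 to 150, temsirolimus liver 24 h 439 to 38. With the N2 mark as covariate: sunitinib marrow 24 h 1 to 0. With the hepatocyte marker level as covariate: sorafenib heart 1 h 258 to 408, temsirolimus heart 6 h 26 to 106, sunitinib marrow–heart 8 to 14, sunitinib heart–liver 5 to 18. Without the liver array of rat 7M78: sunitinib liver 24 h 1420 to 0, sunitinib×time liver 1 to 2, sunitinib marrow–liver 1 to 3, sunitinib heart–liver 5 to 2. With tissues as independent arrays: sunitinib marrow–liver 1 to 3, sunitinib heart–liver 5 to 9. With array set as the batch factor: mean F ratio per factor batch 2.93 to 4.67, mean F ratio per factor first agent 1.99 to 1.97, mean F ratio per factor second agent 1.45 to 1.46, mean F ratio per factor tissue 2204 to 2188, mean F ratio per factor time 3.55 to 4.97. With an estimated correlation: gene list shift 168 to 3. Without 1 replicate number in every group, where the counts are from lowest to highest: temsirolimus marrow 6 h 0 to 3, sunitinib marrow 6 h 0 to 1, sorafenib marrow 6 h 0 to 6, temsirolimus marrow 24 h 8 to 116, sunitinib marrow 24 h 0 to 0, sorafenib marrow 24 h 87 to 1199, temsirolimus heart 1 h 0 to 1, sorafenib heart 1 h 0 to 116, temsirolimus heart 6 h 0 to 10, sunitinib heart 6 h 2 to 710, sorafenib heart 6 h 76 to 433, temsirolimus heart 24 h 0 to 58, sunitinib heart 24 h 0 to 1854, sorafenib heart 24 h 9 to 66, temsirolimus liver 6 h 0 to 59, sunitinib liver 6 h 2 to 26, sorafenib liver 6 h 6 to 54, temsirolimus liver 24 h 80 to 1147, sunitinib liver 24 h 0 to 4611, sorafenib liver 24 h 1 to 37, sunitinib×temsirolimus heart 0 to 60, sorafenib×temsirolimus heart 0 to 33, sorafenib×temsirolimus liver 0 to 6, sunitinib×time marrow 0 to 1, sorafenib×time marrow 0 to 92, sunitinib×time heart 0 to 1226, sorafenib×time heart 11 to 761, temsirolimus×time liver 0 to 160, sunitinib×time liver 0 to 150, sorafenib×time liver 0 to 3, oral vehicle marrow 0 to 2, oral vehicle heart 0 to 1, oral vehicle liver 4 to 21, vehicle time marrow 4 to 90, vehicle time heart 81 to 270, vehicle time liver 180 to 956, sunitinib marrow–heart 0 to 131, sorafenib marrow–heart 40 to 160, sunitinib marrow–liver 0 to 6, sorafenib marrow–liver 2 to 8, sunitinib heart–liver 0 to 458, sorafenib heart–liver 8 to 108.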

Other observations

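The counts of other splits given in this part were written down after the results were seen. In rats given vehicles only, clock genes differed between the times of necropsy in all 3 tissues. In the heart, 15 of 18 clock genes were called by limma's F test over the 3 times (15 when adjusted over the list alone). At 6 h Dbp was 2.39 ± 0.14 above its log2 signal at 1 h (adjusted p = 2.63e-25 from that F test). Per3 was 1.80 ± 0.15 above, and Cry1 and Bmal1 had differences of -1.03 ± 0.08 and -1.69 ± 0.15 (8 vehicle rats per time). In the liver, 12 of 18 clock genes were called (15 when adjusted over the list alone), with Nr1d1 at 2.58 ± 0.16 and Cry1 at -1.47 ± 0.16, and in bone marrow 4 of 18 (6 when adjusted over the list alone), with Nr1d2 at 0.57 ± 0.12. Of genes that respond to glucocorticoids, 10 of 17 were called in the liver (11 when adjusted over the list alone), with the metallothionein Mt2A at 1.81 ± 0.43 and the phosphatase Dusp1 at 1.02 ± 0.25, and 7 of 17 in the heart (10 when adjusted over the list alone), with Per1 at -0.72 ± 0.12 between 24 h and 1 h. Proliferation genes were called in 14 of 27 members in the liver (21 when adjusted over the list alone), with Top2a at -1.28 ± 0.27 between 6 h and 1 h. In bone marrow, 5 of 16 genes of the unfolded protein response were called (8 when adjusted over the list alone), with Creld2 at -0.39 ± 0.10 between 6 h and 1 h, beside the cold-induced gene Cirbp at 0.75 ± 0.12.

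The oral vehicles alone differed in the liver. Rats given F68/PG/PEG400 were set against those given sterile water, with or without temsirolimus. At 6 h the log2 signal of Pnpla3 was higher with F68/PG/PEG400 by 2.99 ± 0.56. The adjusted p of Pnpla3 was 0.0193 from limma's F test over the 3 times. The signal of the fructose transporter Slc2a5 was higher by 1.67 ± 0.20 and that of the elongase Elovl6 by 1.53 ± 0.27. Fatty acid synthase Fasn was higher by 1.26 ± 0.20 and Acly by 0.78 ± 0.13, while Hamp, which encodes hepcidin, had -1.80 ± 0.30. Of 19 genes of fatty acid synthesis, 7 were called (9 when adjusted over the list alone). At 24 h the same difference was 0.34 ± 0.56 for Pnpla3 and 0.00 ± 0.20 for Fasn. limma called 0 genes between the oral vehicles in bone marrow (1789 at an unadjusted p under 0.05) and in the heart (525).

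Over all 288 arrays, the mean F ratio across probe sets was 2204 for tissue, 3.55 for time, 2.93 for the array plate, 1.99 for the first and 1.45 for the second agent. The first 3 principal components held 94.8% of the variance, and 0 of 288 arrays lay nearest the centre of another tissue. The Actb 3′:5′ ratio was above 3 in 1 bone marrow, 1 heart and 2 liver arrays, and that of Gapdh above 1.25 in 57, 12 and 95 of the 96 arrays per tissue. The mean log2 signal of an array ran from 6.85 to 6.90 in bone marrow, from 7.13 to 7.29 in heart and from 7.09 to 7.22 in liver, as when each tissue is normalized by itself, which the paper's text does not state.

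Chance cannot be excluded by other splits of the rats for sunitinib in bone marrow at 24 h 1 gene (at most 3 in the other splits, 4 of 35 as large), temsirolimus in heart at 24 h 45 genes (at most 178 in the other splits, 5 of 100 as large), sunitinib in heart at 24 h 509 genes (at most 1185 in the other splits, 2 of 35 as large), sunitinib in liver at 6 h 17 genes (at most 118 in the other splits, 2 of 35 as large), sunitinib in liver at 24 h 1420 genes (at most 5497 in the other splits, 18 of 35 as large) and sorafenib in liver at 24 h 8 genes (at most 21 in the other splits, 2 of 35 as large). The same holds for the differences named above for sunitinib in liver over time (11 of 100 as large), sunitinib between bone marrow and liver (20 of 100 as large) and sunitinib between heart and liver (21 of 100 as large). In each of the 6 comparisons of a drug alone the highest split had over 2 times the real count. The origin of these counts stays open. The split of the 8 rats by array set called fewer genes than the real one in each nonzero comparison of sunitinib or sorafenib alone but 1. The exception was sunitinib in bone marrow at 24 h, with 1 gene in both. This split called 996 for sunitinib in the liver at 24 h. The fit holds the array sets as terms, so low counts here cannot show whether array sets produce calls. Where limma called 0 genes, the share of other splits as large (100 of 100 or 35 of 35) says nothing of chance, since no count is lower than 0. The highest count of the other splits, with the number of genes at an unadjusted p under 0.05 in the real one in parentheses, was temsirolimus in bone marrow at 1 h 2 (245), sunitinib in bone marrow at 1 h 10 (592), sorafenib in bone marrow at 1 h 1 (353), temsirolimus in bone marrow at 6 h 4162 (3191), sunitinib in bone marrow at 6 h 1 (717), sunitinib in heart at 1 h 3 (416), temsirolimus in liver at 1 h 1 (397), sunitinib in liver at 1 h 0 (309), sorafenib in liver at 1 h 0 (209), temsirolimus in liver at 6 h 10 (532), sunitinib by temsirolimus in bone marrow 3 (445), sorafenib by temsirolimus in bone marrow 1 (850), sunitinib by temsirolimus in heart 3 (1492), sorafenib by temsirolimus in heart 1 (1920), sunitinib by temsirolimus in liver 1418 (919), sorafenib by temsirolimus in liver 2 (582), temsirolimus in bone marrow over time 1 (1156), sunitinib in bone marrow over time 2 (705), temsirolimus in heart over time 35 (1055), the oral vehicles in bone marrow 8 (1789) and the oral vehicles in heart 24 (525). Whether the splits with 4162 and 1418 genes rest on single arrays that stand apart was not tested.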
